# Excess Light Priming in *Arabidopsis thaliana* Genotypes with Altered DNA Methylomes

**DOI:** 10.1534/g3.119.400659

**Published:** 2019-09-04

**Authors:** Diep R. Ganguly, Bethany A. B. Stone, Andrew F. Bowerman, Steven R. Eichten, Barry J. Pogson

**Keywords:** DNA methylation, priming, gene expression, photoprotection

## Abstract

Plants must continuously react to the ever-fluctuating nature of their environment. Repeated exposure to stressful conditions can lead to priming, whereby prior encounters heighten a plant’s ability to respond to future events. A clear example of priming is provided by the model plant *Arabidopsis thaliana* (Arabidopsis), in which photosynthetic and photoprotective responses are enhanced following recurring light stress. While there are various post-translational mechanisms underpinning photoprotection, an unresolved question is the relative importance of transcriptional changes toward stress priming and, consequently, the potential contribution from DNA methylation – a heritable chemical modification of DNA capable of influencing gene expression. Here, we systematically investigate the potential molecular underpinnings of physiological priming against recurring excess-light (EL), specifically DNA methylation and transcriptional regulation: the latter having not been examined with respect to EL priming. The capacity for physiological priming of photosynthetic and photoprotective parameters following a recurring EL treatment was not impaired in Arabidopsis mutants with perturbed establishment, maintenance, or removal of DNA methylation. Importantly, no differences in development or basal photoprotective capacity were identified in the mutants that may confound the above result. Little evidence for a causal transcriptional component of physiological priming was identified; in fact, most alterations in primed plants presented as a transcriptional ‘dampening’ in response to an additional EL exposure, likely a consequence of physiological priming. However, a set of transcripts uniquely regulated in primed plants provide preliminary evidence for a novel transcriptional component of recurring EL priming, independent of physiological changes. Thus, we propose that physiological priming of recurring EL in Arabidopsis occurs independently of DNA methylation; and that the majority of the associated transcriptional alterations are a consequence, not cause, of this physiological priming.

Plants must respond to various stresses imposed by their environment. Abiotic stresses may occur over long periods of development with unfavorable conditions persisting stably as is characteristic of extreme climates. Alternatively, environments can be highly dynamic and comprise of transient, often recurring, stressful events. Information processing is key for effective physiological and developmental responses to specific environmental factors. Indeed, there is growing evidence that plants can ‘remember’ past experiences (Hilker *et al.* 2016). In addition to long-term acclimation to sustained environmental changes, short-term plant stress responses are modified by prior exposure to a transient, and often recurring, specific environmental stimulus (referred to as priming). Here, the future fitness of a primed individual is increased by reducing the damage of stressful events, while the costs of initiating and maintaining priming are outweighed by the costs of stress exposure in an ‘un-primed’ (or naive) state (Hilker *et al.* 2016).

A variety of mechanisms have been reported to contribute toward stress priming including transcriptional memory underpinned by stalled RNA Pol II and elevated H3K4me3 (Ding *et al.* 2012), and fractionation of H3K27me3 patterns (Sani *et al.* 2013). It has also been reported that the activity of the HSFA2 transcription factor can result in H3K4me2 and H3K4me3 changes, in response to recurring heat stress, to convey transcriptional priming (Lämke *et al.* 2016). Additionally, HDA6-mediated histone H4 de-acetylation has been linked to prime jasmonic acid signaling leading to enhanced drought tolerance (Kim *et al.* 2017). These various examples highlight the importance of chromatin variation in facilitating of plant stress priming. Another chromatin mark speculated to promote priming is DNA methylation, variations in which could, theoretically, be stably inherited over mitotic cell divisions to convey persistent transcriptional control (Johannes and Schmitz 2019). The targeting of the RNA-directed DNA methylation (RdDM) pathway toward promoter regions of genes, and the occurrence of gene body methylation (gbM), suggests that differential methylation could arise within genes or their regulatory elements to cause functional differences (Matzke and Mosher 2014; Bewick *et al.* 2016). Such observations highlight the potential regulatory capacity for DNA methylation.

An extant question is the exact regulatory potential of DNA methylation. Canonically, DNA methylation is considered a mechanism for transcriptional repression, for example through steric hindrance of RNA polymerase II (Molloy 1986). This silencing is most pronounced at transposable elements (TEs) (Cokus *et al.* 2008). On the other hand, gbM is often found within constitutively expressed genes although there is conflicting evidence for an effect on transcription (Bewick *et al.* 2016; Muyle and Gaut 2019). Other reports implicate the involvement of DNA methylation in alternative splicing and modulation of transcription factor binding capacity (Shukla *et al.* 2011; O’Malley *et al.* 2016; Yin *et al.* 2017). Given these various mechanisms, and placing DNA methylation in the broader context as being one of many chromatin modifications, it might be unsurprising that efforts to quantify the contribution of DNA methylation, at an organism level, toward transcription have shown a weak relationship (Meng *et al.* 2016). Instead, changes in the methylome may be a consequence of gene expression changes rather than a driver (Secco *et al.* 2015). The ability to identify causative changes in the methylome are further complicated as the effects of DNA methylation can be in both *cis* and *trans* (Rowley *et al.* 2017).

Given these complications, various tools exist to quantify the effects of variable methylation (epi-alleles) on, and in response to, gene expression and physiological traits. The utilization of epigenetic recombinant inbred lines that display variable methylation patterns, but are isogenic, demonstrated that epi-alleles could contribute toward quantifiable phenotypic differences (Johannes *et al.* 2009; Cortijo *et al.* 2014). Mutants with defective methylation machinery that exhibit a variety of methylome variations, depending on the severity of the mutation, have also been used to correlate a relationship between DNA methylation and plant stress responses (Boyko *et al.* 2010; Le *et al.* 2014; Wibowo *et al.* 2016). Mutants are also described to be developmentally or morphologically aberrant, however, it is not clear whether this is the direct result of methylation changes or an indirect effect of TE de-regulation and genomic instability (Finnegan *et al.* 1996; Reinders *et al.* 2009; Stroud *et al.* 2014; Williams and Gehring 2017). Indeed, traits attributed toward methylome variants could equally be tied to underlying TE activity (Ong-Abdullah *et al.* 2015; Wibowo *et al.* 2016; He *et al.* 2018).

We previously demonstrated that Arabidopsis is primed by a recurring EL regime, evident by altered non-photochemical quenching (NPQ) and improved photosystem II (PSII) efficiency (Ganguly *et al.* 2018). However, we detected no associated changes in DNA methylation. While this demonstrated that the Arabidopsis methylome was impervious to recurring EL, it does not preclude transcriptional regulation of EL priming to which appropriate methylome maintenance may be important. In fact, EL-exposed tissue can promote the induction of EL-responsive transcripts in naive leaves for added photoprotection through the process of systemic acquired acclimation (SAA) (Karpinski 1999; Rossel *et al.* 2007; Gordon *et al.* 2012). As the methylation machinery was operational during previous analyses, any light-induced changes may have been reset prior to tissue harvesting. Indeed, the disruption of methylation pathways has revealed transgenerational effects that were otherwise reset (Iwasaki and Paszkowski 2014). Thus, we sought to clarify these unknowns by testing whether a range of mutants, which are unable to maintain or reset their methylome, were capable of priming against recurring EL; and subsequently characterizing differences in the transcriptome of EL primed plants. We report that DNA methylation mutants display functional photoprotection and EL priming to an equivalent extent as wild-type plants (WT; Col-0). Furthermore, while primed plants demonstrate a completely reset transcriptome, they also displayed attenuated responses to further EL, which we refer to as “dampening”, potentially reflecting the reduced generation of stress signaling molecules due to enhanced photoprotection.

## Materials and Methods

### Plant growth and germplasm

All *Arabidopsis* germplasm utilized were in the Columbia (Col-0) background. Plant lines comprised of wild-type Col-0 (WT), *ddc* (CS16384; *drm1*-2 *drm2*-2 *cmt3*-11), *strs2* (SALK_028850), and *rdd* (derived from *ros1-4*, SALK_045303; *dml2*, SALK_131712; *dml3-2*, SALK_056440). All seeds were obtained from the Arabidopsis Biological Research Centre (Ohio State University, Columbus, OH, USA), with the exception of *rdd* which was kindly provided by Dr. Ming-Bo Wang (CSIRO, Canberra, Australia) (Le *et al.* 2014). Primers used for genotyping are listed in Supplementary Dataset 8.

For plant growth, Arabidopsis seeds were sown onto individual pots containing moist Seed Raising Mix (Debco, NSW, Australia). Soil was supplemented with Osmocote Exact Mini slow release fertilizer (Scotts, NSW, Australia) at a concentration of 1 g/L dry volume of soil and treated with 1 L of 0.3% (v/v) AzaMax (OCP, NSW, Australia) prior to sowing to prevent insect infection. Seeds were covered with clear plastic wrap and stratified at 4° in the dark for at least 72 hr to break dormancy and coordinate germination. Stratified seeds were transferred to a temperature controlled Conviron S10H growth chamber (Conviron, Winnipeg, MB, Canada) for cultivation under standard growth conditions: 12-hour photoperiod (08:00-20:00), 100-150 μ mol photons m^-2^ s^-1^, 20° (± 2°), 55% (± 5%) relative humidity. Upon germination, clear plastic wrap was slowly removed over 7-10 days, to maintain high humidity until seedlings were well-established and to avoid humidity shock. Plants were watered every 2-3 days depending on soil moisture, avoiding pooling of water to prevent algal and fungal growth. Each of three daily EL treatments consisted of 60 min of 1000 μ mol photons m^-2^ s^-1^ using a mixture of metal halide and high-pressure sodium lamps as previously described (Crisp *et al.* 2017; Ganguly *et al.* 2018).

For MethylC- and mRNA-seq experiments, developmentally equivalent leaves were harvested in biological triplicate (three independent plants per time-point or genotype) to make comparisons (true leaves 4 - 9 in order of emergence). Harvested tissue was flash-frozen in liquid N_2_ and ground into a fine powder using a 1/8″ steel ball bearing, in a 1.5 ml Eppendorf tube, with 1 min shaking at 25 Hz in the *Tissue Lyser II* (Qiagen, Hilden, Germany). Ground tissue was stored at -80°. Approximately 20 and 30 mg of ground tissue was used for extracting total RNA and genomic DNA, respectively. MethylC-seq of WT and *strs2* was performed on paired tissue samples by using aliquots of ground frozen tissue from the same harvested plant.

### High-throughput phenotyping

For all genotypes the development of 10-day old (post-germination) Arabidopsis seedlings was followed for 20 days (until 4-weeks of age) by measuring plant area and rosette compactness. The *PlantScreen Compact System* (Photon Systems Instruments, Brno, Czech Republic), a high-throughput platform for digital plant phenotyping, was used to measure plant area and rosette compactness at 08:00 daily. Images were analyzed using the *PSI RGB-IR Analyzer* software (version 1.0.0.2; Photon Systems Instruments, Brno, Czech Republic). Program settings were adjusted as needed to achieve well-defined plant areas and minimize background noise. The total number of macroscopically visible true leaves (cotyledons excluded) per rosette were also manually counted daily.

### Monitoring PSII performance using chlorophyll fluorescence measurements

PSII photochemistry was probed *in vivo* using measures of chlorophyll fluorescence (Baker 2008) using a PSI FluorCam (Photon System Instruments; Brno, Czech Republic). Measures were taken between 11:00-14:00 across the adaxial side of 30 min dark adapted rosettes as performed previously (Ganguly *et al.* 2018). In this study, intermittent measures of chlorophyll fluorescence, specifically F_t_, F_m_, and F_m_′, were taken after a saturating pulse (3000 µ mol photons m^-2^ sec^-1^) across 10-minutes in actinic light (700 μ mol photons m^-2^ sec^-1^) followed by a 4-minute dark period (https://goo.gl/RuYDE2). The resulting fluorescence images were analyzed using the FluorCam 7 software (v1.1.1.4; Photon System Instruments, Brno, Czech Republic). Chlorophyll fluorescence signals were analyzed across whole rosettes. To better quantify light energy partitioning between photochemistry, light-regulated thermal dissipation, and other non-light induced quenching, such as chlorophyll fluorescence, we adopted the yield terms of ΦPSII, ΦNPQ, and ΦNO, which sum to unity and do not require measures of F_o_ (Hendrickson *et al.* 2004; Kramer *et al.* 2004).

### MethylC sequencing

Genomic DNA was extracted from ground tissue using the *DNeasy Plant Mini Kit* (Qiagen, Netherlands) according to the manufacturer’s instructions, and quantified using a *ND-1000* Spectrophotometer. 70 ng of *Covaris* sheared gDNA (average fragment size = 200 bp) was bisulfite converted using the *EZ DNA Methylation-Gold Kit* (Zymo Research, CA, USA) according to the manufacturer’s instructions. Bisulfite converted DNA was used to create dual-indexed MethylC-seq libraries using the *Accel-NGS Methyl-Seq DNA Library Kit* paired with the *Accel-NGS Methyl-Seq Dual Indexing Kit* (Swift Biosciences, MI, USA) according to manufacturers’ instructions. All libraries were amplified in a 7-cycle indexing PCR reaction. All clean-ups were performed using either *AMPure XP beads* (Beckman Coulter, CA, USA) or *Sera-mag SpeedBeads* (GE Healthcare, Buckinghamshire, UK). A *LabChip GXII* (Perkin Elmer, MA, USA) was used to determine library molarity and fragment size distribution. Libraries were pooled in equimolar ratios and sequenced on one *HiSeq2500* flow cell (100 bp single-end) at the *ACRF Biomolecular Research Facility* (Australian National University, ACT, Australia). In-depth details of library preparation are also described on protocols.io (https://goo.gl/vfwtEU).

Raw reads were quality controlled using *FastQC* (v0.11.2) with reads filtered and trimmed using *Cutadapt* (v1.9) and *Trim Galore!* (v.0.3.7) under default parameters. Single-end alignments of trimmed raw reads were aligned to the TAIR10 reference using *Bismark* (v0.14.5) (Krueger and Andrews 2011) and *Bowtie2* (v2.2.9) (Langmead and Salzberg 2012) with the flags -N 0 and -L 20. Per cytosine methylation levels were calculated using *Bismark methylation extractor* with default settings. Only cytosines with read depth > 3X were retained for further analysis. 

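The deposited files list the number of methylated calls and of all calls at each cytosine in CG, CHG and CHH context (H being A, C or T). The lowest depth they list is 3, so cytosines at that depth were left out of the levels and regions reported here. In CG context this kept 5164756 of the 5280710 cytosines listed for WT-r3, the sample with the highest mean depth, and 4451053 of the 4914240 listed for WT-r2, the sample with the lowest.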

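Chloroplast cytosines are listed at a mean depth between 89.2 and 97.1, close to the highest depth listed in the files, so the depth at which the chloroplast genome was read cannot be taken from them. The lists cover 24384 to 24972 CHH cytosines per sample. Of the calls at these cytosines, 0.448%, 0.586% and 0.515% were methylated in WT-r1, WT-r2 and WT-r3. The corresponding levels in strs2-r1, strs2-r2 and strs2-r3 were 0.434%, 0.498% and 0.492%, so the ranges of the genotypes overlapped. In the mitochondrial genome the CHH level was between 1.23% (strs2-r1) and 1.65% (strs2-r2).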

Bisulfite conversion efficiency was calculated as the proportion of methylated cytosines in the CHH context within the chloroplast genome, which itself should be fully unmethylated. Alignment metrics are provided in Supplementary Dataset 1. Weighted methylation levels were used to calculate the proportion of CG, CHG, and CHH methylation to account for sequencing depth (Schultz *et al.* 2012). This output was binned into 50 kbp regions (filtered for read depth > 15X) across the genome to construct chromosomal level metaplots of methylation levels using *BEDTools* (Quinlan and Hall 2010).

Weighted methylation levels at single cytosines was utilized in DMR identification using *DSS* (v2.28.0) with default settings, including smoothing (*smoothing span* = 100) to improve methylation estimates (Feng *et al.* 2014; Wu *et al.* 2015). Differentially methylated cytosines (DMCs) were called (*DMLtest*) based on the posterior probabilities (q-value < 0.05) for a threshold in methylation difference (*delta*) at each cytosine in a context-specific manner: 0.5 CG, 0.2 CHG, and 0.1 CHH. Subsequently, DMRs are called based on adjacent statistically significant DMCs (*callDMR* with default parameters). These were refined by removing regions with a merged test statistic (*areaStat*) and estimated methylation difference in the lowest quartile, per sequence context, to minimize stochastic DMRs and those containing DMCs of opposite direction. The final list of DMRs were assigned genomic positions, or overlapped between comparisons, using *BEDTools* and the *Araport11* annotation (Quinlan and Hall 2010; Cheng *et al.* 2017). Code used for analyses are available on *Github* (https://goo.gl/wsQrJT).

DRM1/2-dependent RdDM sites were determined as the CHH hypo-DMRs identified in common between *drm1drm2* and three independent WT samples using *DSS* with the same parameters used herein (Stroud *et al.* 2015).

### mRNA sequencing

Total RNA was extracted with *TRIzol* (Life Technologies) using an adapted protocol (Allen *et al.* 2010). Briefly, ground tissue was lysed in 1 ml *TRIzol* and mixed by gentle inversion and incubated at room temperature for 5 min. Subsequently, 200 μl chloroform was added and shaken vigorously to mix. Samples were centrifuged at 14,000 rcf for 10 min at 4° to separate the resulting upper aqueous phase from the organic phase. Chloroform extraction was repeated twice, transferring 400-600 μl then 300-400 μl aqueous phase to a new microfuge tube following each extraction. RNA was precipitated by adding an equal volume of 100% isopropanol and mixing by inversion before incubating at -20° overnight. RNA was recovered by 4° Centrifugation at 20,000 rcf for 20 min, the supernatant discarded, and the pellet washed with 80% ethanol and centrifuged at 7,500 rcf for a further 3 min. The supernatant was discarded and the pellet air-dried prior to resuspension in 50 μl DEPC-treated H_2_O. All purified RNA was stored at -80°. RNA quantity was assessed using *ND-1000 spectrophotometer* (NanoDrop Technologies). RNA quality was assessed using the *LabChip GXII* (Perkin-Elmer) for RIN > 6.5.

Poly(A)-enriched RNA-sequencing (mRNA-seq) libraries were prepared using the *Illumina TruSeq Stranded mRNA Sample Preparation Kit* (Illumina, CA, USA) using 1.3 μg input of extracted total RNA. The following modifications to the manufacturer’s instructions were made: reagent volumes were adjusted for 1/3 reactions; and Invitrogen SuperScript III Reverse Transcriptase (Invitrogen, Life Technologies Australia Pty Ltd) was used for first strand synthesis with adjusted reaction temperature of 50°. Libraries were constructed using *Illumina TruSeq RNA Single Indexes* (Set A and B; Illumina, CA, USA) in a 14-cycle indexing PCR reaction; all clean-ups were performed using *RNAClean XP beads* (Beckman Coulter, CA, USA). A *LabChip GXII* (Perkin Elmer, MA, USA) was used to determine library concentration and fragment size distribution, using a DNA High Sensitivity Kit. mRNA-seq libraries were pooled in equal molar ratios and sequenced (75 bp single-end) on a *NextSeq500* at the ACRF Biomolecular Research Facility (Australian National University, ACT, Australia).

Raw reads were diagnosed using *FastQC* (v0.11.2). Due to strong nucleotide sequence content bias *Trim Galore!* and *Cutadapt* were used to trim low-quality reads with PHRED score < 20 (-q 20) and to make a hard clip of 10 bp and 1 bp from the 5′ and 3′ ends, respectively. Single-end alignments of trimmed raw reads were aligned to the *TAIR10* reference genome using *Subread* (v1.6.2) (Liao *et al.* 2013) with the flags -t 0 and -u to report uniquely mapping reads, prior to sorting, indexing and compressing using *Samtools* (v1.2). Alignment metrics are provided Supplementary Dataset 3. Transcript quantification was performed at the gene-level with the *Araport11* annotation (Cheng *et al.* 2017) using *featureCounts* (with flag -s 2 for reverse strand specificity).

Differential gene expression analyses were performed using the *edgeR* quasi-likelihood pipeline (Chen *et al.* 2016). Reads mapping to ribosomal RNA and organellar transcripts were removed; only loci containing counts per million (CPM) > 1 in at least three samples were examined. 

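The deposited count tables list 33341 Araport11 loci, of which 32909 were matched to the TAIR10.1 reference annotation by locus identifier. For the counts given here, 133 chloroplast, 152 mitochondrial and 4 rRNA loci were removed. They held between 0.052% (N-r2) and 2.56% (N-r1) of the counts of a library. With more than 1 CPM required in at least 3 of the 12 libraries, 17986 loci were kept. Counting only the 10 libraries that entered the tests kept 17811 loci.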

After this filtering, 17,509 loci were retained for analysis. The trimmed mean of M-values (TMM) method was used to normalize transcript abundance between libraries to account for sequencing depth and composition. Diagnostic multidimensional scaling plots (*plotMDS*) revealed a lack of sample clustering into treatment groups, which suggested possible outlier samples (Figure S1 A; samples *N-r3* and *N+T-r3*). These were omitted for subsequent analyses. 

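Across loci, log2 CPM of N-r3 had a mean Pearson correlation of 0.804 with the other naïve libraries, against 0.892 for N-r1 and 0.891 for N-r2. In the N+T group the mean correlation was 0.817 for N+T-r3, 0.860 for N+T-r1 and 0.897 for N+T-r2, and in the primed groups it was between 0.911 (P-r1) and 0.964 (P+T-r2). On the first and second dimensions of a multidimensional scaling plot of all 12 libraries, N-r3 lay at 0.51 and 2.75, apart from N-r1 (−0.92, 0.31) and N-r2 (−1.73, 0.40). N+T-r3 lay at −2.25 and −2.39, on the other side of the first dimension from N+T-r1 (3.97, −0.40) and N+T-r2 (2.45, −0.46). The primed libraries were spread over the first dimension as well, from −2.53 (P-r2) to 0.35 (P-r1) before and from −1.53 (P+T-r3) to 1.83 (P+T-r1) after triggering. The library of N+T-r3 was the smallest, with 3665503 counts, while that of N-r3 was of ordinary size. The paper gives these positions as the reason for leaving out both libraries. Results below are given first for the 10 libraries that the paper used and then for all 12.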

Generalized linear models were fitted to estimate dispersion (*glmQLFit*) allowing for differential expression testing, employing quasi-likelihood F-tests (*glmQLTest*) and controlling for false discovery rates due to multiple hypothesis testing (FDR adjusted p-value < 0.05). Gene ontology enrichments were examined using the *statistical overrepresentation test* (Binomial test with FDR correction) from the *PANTHER* classification suite using the *Complete GO annotation datasets* (Mi *et al.* 2019). Code used for RNA-seq analyses are available on *Github* (https://goo.gl/b7x5rc).

### Statistical analyses

Statistical analyses and data visualization was performed using *R* (v 3.5.0) with the *tidyverse* package (v 1.2.1). Linear mixed-effects models were fitted using the *lme4* package (v 1.1-17) (Bates *et al.* 2015) to account for both fixed (*e.g.*, genotype, condition, time) and random effects (*e.g.*, experimental design, blocking factors). Model fit was assessed using the conditional R^2^ value calculated using the *piecewiseSEM* package (v 2.0.2) (Lefcheck 2016). Fitted models allowed estimation of marginal means and 95% confidence intervals using the *emmeans* package including *post hoc* contrasts between factors with FDR p-value correction (v 1.2.1). All analyses were performed on single data points, representing individual biological replicates (independent plants). Hypergeometric testing was performed using the *phyper* function to test for significant overlaps, taking into account the 17,509 detected transcripts and the number of stress signaling-associated genes overlapped.

### Data availability

All code used for analyses are available at *GitHub* (https://goo.gl/wsQrJT). All sequencing data generated for this study are accessible at the NCBI GEO repository (GSE121150, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121150). Independent WT and *drm1drm2* MethylC-seq profiling was accessed from GEO accessions GSE39901 and GSE38286. Supplemental material available at FigShare: https://doi.org/10.25387/g3.9724019.

## Results

### Mutant characterization and the novel strs2 methylome

We utilized three Arabidopsis T-DNA insertion mutants targeting components of the DNA methylation machinery to test for stress priming with disrupted methylome maintenance. These include the triple methyltransferase mutant *drm1drm2cmt3* (*ddc*) (Henderson and Jacobsen 2008), the triple demethylase mutant *ros1dml2dml3* (*rdd*) (Le *et al.* 2014), and the novel putative RdDM mutant *strs2* (Khan *et al.* 2014). While *ddc* and *rdd* are well-characterized mutants displaying gross methylome changes, reports suggest that *strs2* displays subtler effects by fine-tuning DNA methylation levels at stress-associated genes (Khan *et al.* 2014). 

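MethylC-seq reads DNA after bisulfite treatment, which converts unmethylated cytosine so that methylated cytosines can be counted base by base. Rosette leaves of 3 WT (Col-0) and 3 strs2 plants were sequenced. The strs2 line carries a T-DNA insertion in STRS2 (AT5G08620), which lies on chromosome 5 of TAIR10 from 2794388 to 2797760 on the forward strand. The authors trimmed and aligned the reads to TAIR10 with Bismark and deposited per-cytosine call counts for each plant without pooling. Over nuclear CG cytosines read more than 3 times, the mean depth was 7.99, 7.19 and 9.71 in WT-r1, WT-r2 and WT-r3, and 7.67, 8.05 and 7.19 in strs2-r1, strs2-r2 and strs2-r3. No cytosine was listed above a depth of 101 or 102. The number of calls per sample was between 31993485 and 50128738 in CG, between 35124776 and 55046935 in CHG, and between 162228664 and 274976755 in CHH context.

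The weighted methylation level of a sample is its sum of methylated calls divided by its sum of all calls. For DMRs, the beta-binomial model of DSS was written anew from its published description, since the package was not used here. Levels were smoothed over 100 bp within each genotype, and a cytosine was called when the posterior probability that the genotypes differed by less than the minimum difference (0.5 in CG, 0.2 in CHG and 0.1 in CHH) was below 0.05. Regions needed at least 3 cytosines and 50 bp, with at least 50% of the cytosines called, and called cytosines up to 100 bp apart were joined. Regions in the lowest quartile of either the area statistic or the difference were then removed. A cytosine entered the test only if read more than 3 times in all 6 plants, which left 3234648 CG, 3578486 CHG and 16832677 CHH cytosines, each with a median depth of 8 per plant. On simulated data with known regions on chromosome 4, this procedure recovered 79.2% of 125 CG, 91.7% of 192 CHG and 96.0% of 200 CHH regions before the quartile removal. After the removal it recovered 42.4%, 55.2% and 56.0%, with 0 false regions. The simulated plants varied independently at each cytosine. The 0 false regions therefore do not give the rate in real plants, where divisions that mixed the genotypes called CHH DMRs (below).

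As a check of the plant labels, the longest stretch of STRS2 without a listed cytosine was 15, 18 and 13 bp in WT-r1, WT-r2 and WT-r3. It was 46, 96 and 45 bp in strs2-r1, strs2-r2 and strs2-r3, and in each of these plants it covered positions 2794409 to 2794453 near the start of the gene. The weighted CG level of STRS2 was 10.9%, 7.36% and 12.3% in the WT plants and 6.56%, 8.28% and 9.94% in the strs2 plants, which overlap.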

As previous studies investigating *strs2* relied on a targeted analysis using chop-PCR, we performed MethylC-seq to confirm the full extent of methylome changes. 

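Weighted CG methylation was 23.6%, 23.8% and 23.3% in WT-r1, WT-r2 and WT-r3, and 23.3%, 24.4% and 24.1% in strs2-r1, strs2-r2 and strs2-r3. The means were 23.6% ± 0.293 in WT and 23.9% ± 0.572 in strs2 (SD, n = 3 each), a difference of 0.368 percentage points (two-sided exact permutation test, p = 0.3, or 0.75 after Benjamini-Hochberg adjustment over the 3 contexts). CHG methylation was 6.18% ± 0.245 in WT and 6.33% ± 0.267 in strs2 (exact p = 0.5, adjusted 0.75), and CHH methylation was 1.92% ± 0.093 in WT and 1.91% ± 0.162 in strs2 (exact p = 1, adjusted 1). With 3 plants against 3 the smallest p this test can give is 0.1. In every context the difference between genotypes was smaller than 1 SD of the strs2 plants. Over the other settings tried with all plants kept, the CG difference lay between 0.117 percentage points (mean over cytosines) and 0.531 (depth of at least 10). Leaving out 1 plant gave 0.151 (without strs2-r2) to 0.692 (without strs2-r1) in CG, with 0.217 without WT-r3, and 0.0339 (without strs2-r2) to 0.298 (without strs2-r1) in CHG, with 0.0386 without WT-r3 and 0.283 without WT-r2. The sign of the CHH difference, −0.0085 percentage points, was not stable. It was 0.0448 without WT-r2, 0.0689 without strs2-r1 and 0.00032 over the cytosines read more than 3 times in all plants.

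**Figure D1:**
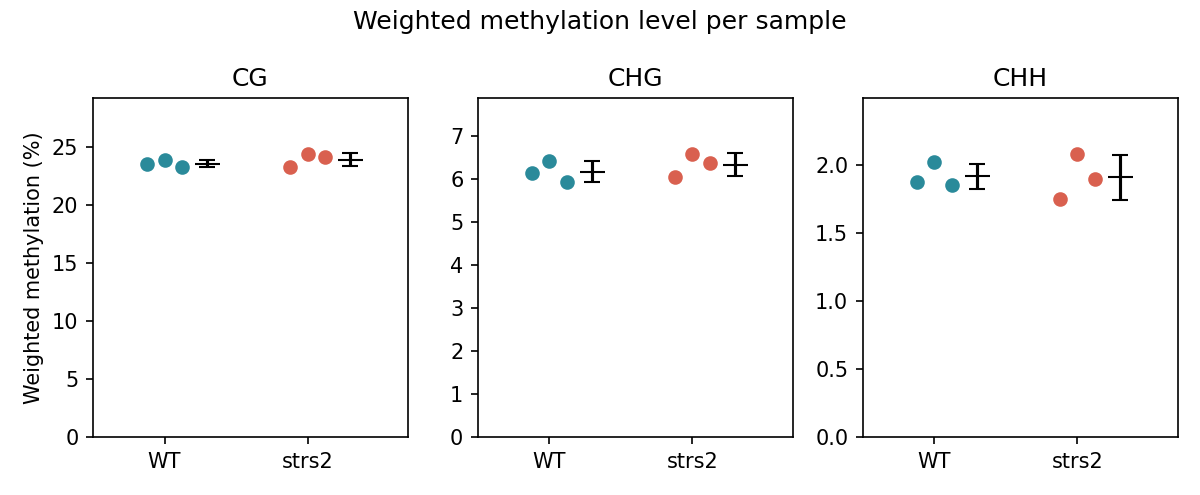
Weighted methylation level (%) of each WT and strs2 plant in CG, CHG and CHH context, with 1 dot per plant and the mean ± SD of each genotype (n = 3). The plants of the genotypes overlap in all 3 contexts.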

Global levels of CG, CHG, and CHH methylation in *strs2* were highly comparable to WT (Figure 1 A, Supplementary Dataset 1). However, employing *DSS* (Feng *et al.* 2014) to identify differentially methylated regions (DMRs) revealed moderate levels of local changes, predominantly in the CG context, with comparable numbers of hyper- and hypo-DMRs (Figure 1 B, Table 1, Supplementary Dataset 2). Nonetheless, many CHH DMRs were located within TEs consistent with the implication of STRS2 in RdDM. Furthermore, 130/199 (65.6%) *strs2* CHH hypo-DMRs were in regions also targeted by DRM1 and DRM2 (7,393 CHH hypo-DMRs in *drm1drm2*), whereas CG and CHG hypo-DMRs demonstrated weaker overlaps (CG: 7/318, 2.2%; CHG: 8/34, 23.5%). 

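In CG context 82 hyper-DMRs and 79 hypo-DMRs were called in strs2 relative to WT, so 50.9% were hypermethylated. There were 21 hyper- and 9 hypo-DMRs in CHG context and 37 hyper- and 38 hypo-DMRs in CHH context. The 161 CG DMRs had a median length of 90 bp (range 50 to 574) and a median of 7 tested cytosines. Their median level was 1.41% in the less methylated genotype and 83.3% in the other, and the median difference of 81.1 percentage points compares with a median SD of 3.18 within a genotype. In all 161 CG DMRs and all 30 CHG DMRs the 3 plants of one genotype lay above the 3 of the other, and this held for 67 of the 75 CHH DMRs (89.3%). Chance gives 10% for a region taken at random, but DMRs are selected for a difference. The median level in the CHG DMRs was 0.728% in the lower and 48.3% in the higher genotype, and in the CHH DMRs it was 3.05% and 37.3%, with a median SD of 6.78. When the 6 plants were divided in the other ways that mix both genotypes 3 against 3, no CG DMR, at most 1 CHG DMR and between 29 and 38 CHH DMRs were called, so a CHH DMR taken alone is weakly supported at this depth. Of the 296 CHH DMRs of these other divisions together, 178 (60.1%) had no overlap between the groups divided, as did all 3 CHG DMRs.

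The number of DMRs depended on the settings. Without smoothing, 268 hyper- and 247 hypo-DMRs were called in CG context, and 7 and 9 in CHH context. CG DMRs outnumbered CHH DMRs under all settings that called any region. Requiring a depth of at least 10 in every plant left 22552 CG cytosines to test, and no region was called in any context. Leaving out 1 plant at a time gave between 34 (without strs2-r1) and 62 (without WT-r3) hypo-DMRs in CHH context, and moved no other count of CG, CHG or CHH DMRs by more than 1.5 times.

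**Figure D2:**
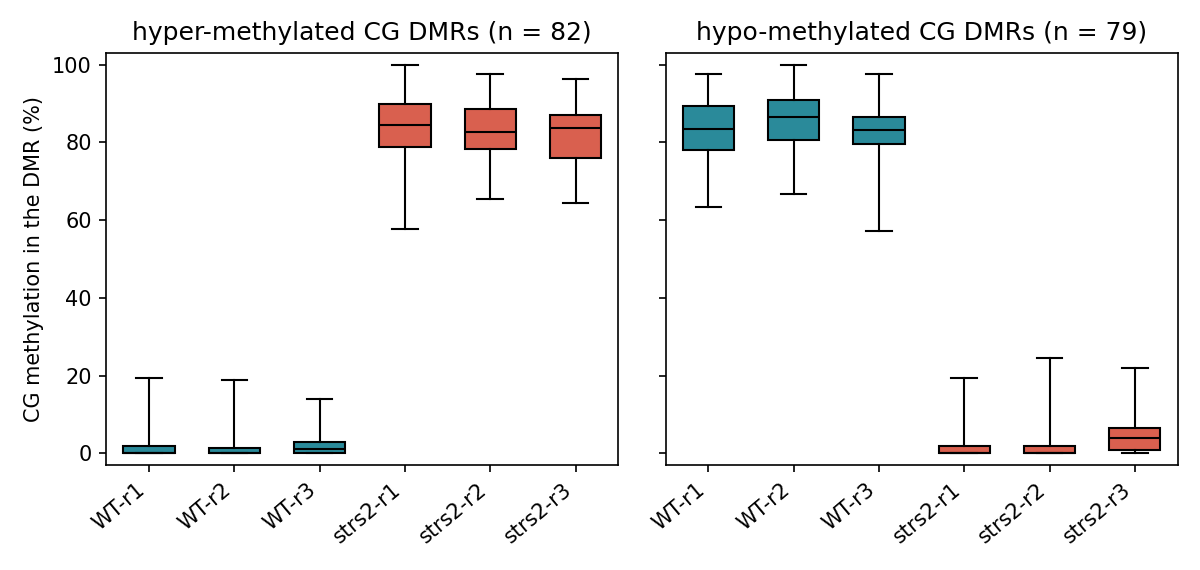
CG methylation level (%) of each plant over the 82 hyper-DMRs and 79 hypo-DMRs called in strs2. Boxes show the median and quartiles over DMRs, and whiskers run from the lowest to the highest DMR.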

Paired with previous observations (Khan *et al.* 2014), our analysis confirms partial involvement of STRS2 in the RdDM pathway potentially contributing in a manner akin to prior descriptions of “weak” RdDM mutants (Stroud *et al.* 2015). However, the bias toward CG DMRs and comparable numbers of hyper- and hypo-DMRs suggests broader roles in DNA methylation patterning. Nonetheless, the *strs2* mutant fulfilled our criteria as displaying milder aberrations in DNA methylation.

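The CG DMRs covered 19674 bp in all, the CHH DMRs 7738 bp and the CHG DMRs 3328 bp. They lay on every chromosome, with 48, 23, 33, 30 and 27 CG DMRs on chromosomes 1 to 5. The paper reasons from methylome-wide levels that were alike in WT and strs2, and from the DMRs found within them, to the role of STRS2. It takes CHH DMRs in transposable elements and in regions targeted by DRM1 and DRM2 (not analysed here), together with earlier targeted assays, to mean that STRS2 takes part in the RdDM pathway. From the excess of CG over CHH DMRs and from the similar numbers gained and lost, it proposes that STRS2 also acts on DNA methylation more widely.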

**Figure 1:**
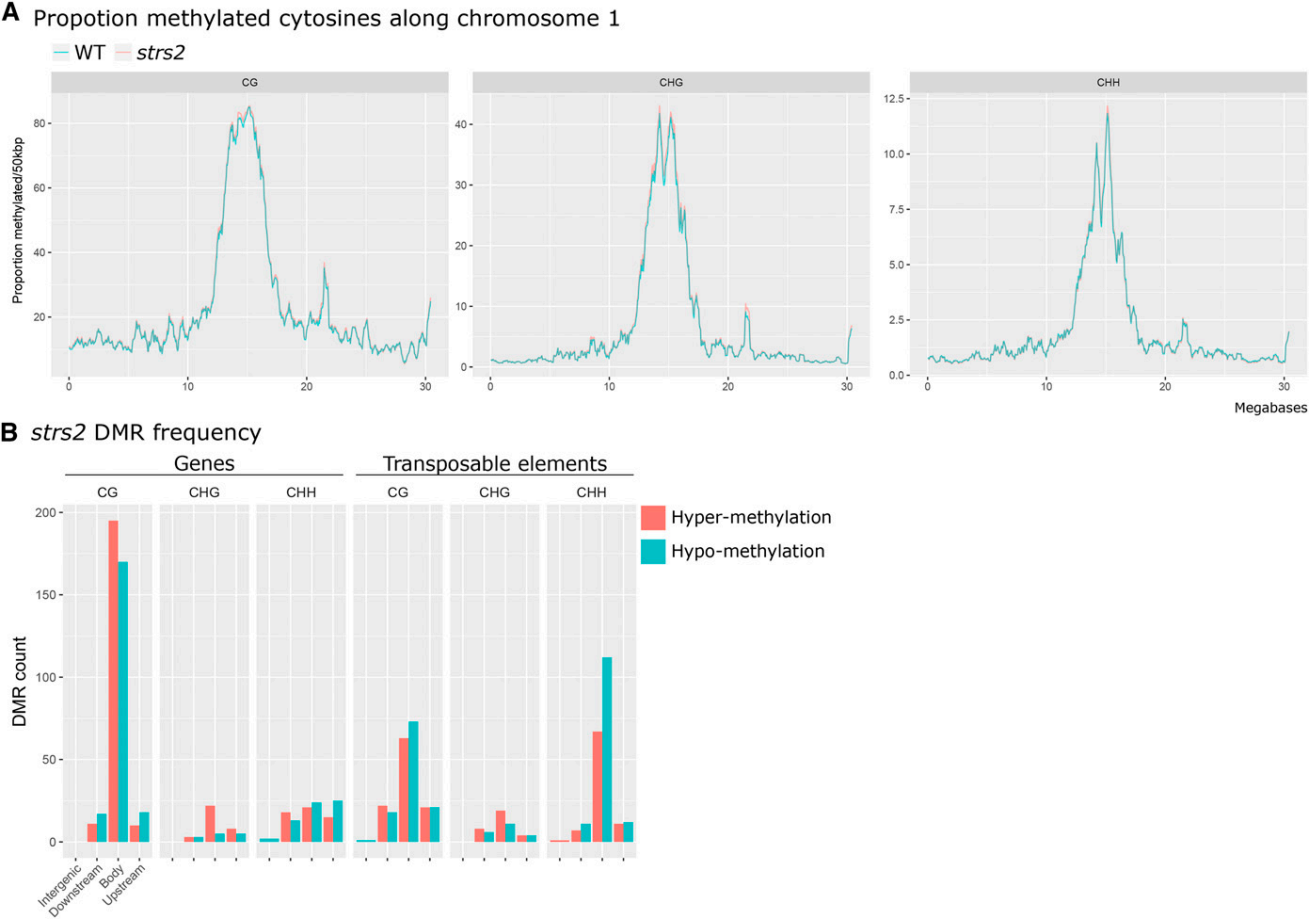
Subtle methylome perturbation in *strs2* A Mean weighted methylation levels, binned into 50 kbp rolling windows, along Arabidopsis chromosome 1 for WT and *strs2*. B DMR frequency in *strs2* grouped by genomic location relative to annotated genes or transposable elements. DMRs were classified as either occurring directly within (body), <1 kbp away from the 5` (upstream) or 3`end of (downstream), or >1 kbp (intergenic) away from genomic features.

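In 607 fixed windows of 50 kb along chromosome 1, the CG level of WT and strs2, each averaged over its plants, differed by a median of 0.579 percentage points and by at most 6.92. The highest CG level was found in the window from 15350000 to 15399999, with 89.4% in WT and 93.1% in strs2. CHG methylation was highest between 15300000 and 15349999, with 51.2% and 61.6%, and this window also had the largest CHG difference, against a median difference of 0.0957 percentage points over all windows. CHH methylation was highest between 15250000 and 15299999, with 15.7% in WT and 14.1% in strs2, and differed by a median of 0.0416 and at most 4.12 percentage points. Across windows, which are not independent replicates, Pearson's r between the genotypes was 0.999 in CG, 0.998 in CHG and 0.996 in CHH context.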

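Against the TAIR10.1 gene annotation, 74 of the 161 CG DMRs overlapped a gene body by at least 1 bp (46.0%, 95% Wilson interval 38.4 to 53.7). A further 36.0% lay within 1 kb of a gene and 18.0% farther away. Of the CG cytosines tested, 72.3% lay in gene bodies, 19.7% within 1 kb of a gene and 7.93% farther away. CHH DMRs overlapped gene bodies less often, in 18 of 75 cases (24.0%, interval 15.8 to 34.8), and 61.3% of them lay within 1 kb of a gene, where 21.7% of the tested CHH cytosines lie. Of the 30 CHG DMRs, 12 overlapped a gene body and 15 lay within 1 kb of one. Transposable elements were not used here as a feature class.

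The DMRs with the largest area statistic in each context and direction were examined one by one, with means ± SD over 3 plants. In each of them the genotypes did not overlap, for which an exact permutation test of the 3 and 3 plants gives p = 0.1. The CG hyper-DMR on chromosome 1 from 21341741 to 21342206 lies outside genes, 421 bp from AT1G57620. Its level was 1.41% ± 1.32 in WT and 80.1% ± 13.2 in strs2, from 255 to 383 calls per plant. Pooled over plants, its CHG level rose too, from 0.702% to 40.5%, and its CHH level from 0.34% to 6.7%. The CG hypo-DMR on chromosome 3 from 13328846 to 13328905 lies 3650 bp from the pseudogene AT3G32387 and fell from 91.8% ± 6.45 to 2.82% ± 4.23. Its pooled CHG level was low in both genotypes, at 5.8% in WT and 0% in strs2. In CHG context, the hyper-DMR on chromosome 1 from 20433983 to 20434047 lies in the coding exon of AGL85 (AT1G54760) and rose from 0.551% ± 0.954 to 46.9% ± 8.65. The CHG hypo-DMR on chromosome 4 from 8088639 to 8088809 lies in a coding exon of AT4G13992, with 46.6% ± 1.55 in WT and 5.46% ± 4.86 in strs2. In CHH context, the hyper-DMR on chromosome 5 from 15742179 to 15742428 lies 115 bp from UDG4 (AT5G39320), with 0.403% ± 0.351 in WT and 37.3% ± 5.12 in strs2. Pooled over plants, its CG level rose from 0% to 61.5% and its CHG level from 0% to 41.1%. The CHH hypo-DMR on chromosome 2 from 1968259 to 1968353 lies 117 bp from GRP3S (AT2G05380), and the WT plants ranged widely around their mean of 30.9% ± 14.7, against 1.58% ± 0.716 in strs2.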

**Table 1:** DMR analysis in *strs2* (vs WT)

DMR type	Methylation context			
	CG	CHG	CHH	Total
Hyper-methylation	322	64	140	526
Hypo-methylation	318	34	199	551
Total	640	98	339	1,077

### Development and basal photoprotection in methylome mutants

Aberrant DNA methylation is considered to result in developmental differences due to transcriptional misregulation and TE activation; *ddc* displays curled leaves and reduced stature due to *SDC* misexpression (Henderson and Jacobsen 2008), while *strs2* shows a slight early flowering phenotype (Kant *et al.* 2007). To ensure that developmental abnormalities would not confound observations of priming, developmental traits were monitored until 4-weeks of age starting from 10-day old seedlings (Figure 2). While no unusual phenotypes were evident for *rdd* and *strs2* (Figure 2 A), *ddc* displayed the expected curled leaves after 3-weeks of age. Quantitative measures of plant area reflect these visible observations, whereby the rosette area of *ddc* was reduced compared to WT (Figure 2 B). Minor differences in leaf number and plant area were observed between 3 and 4 weeks for *rdd* and *strs2*. Therefore, priming measurements were performed on 3 week-old plants prior to the onset of substantial morphological differences.

**Figure 2:**
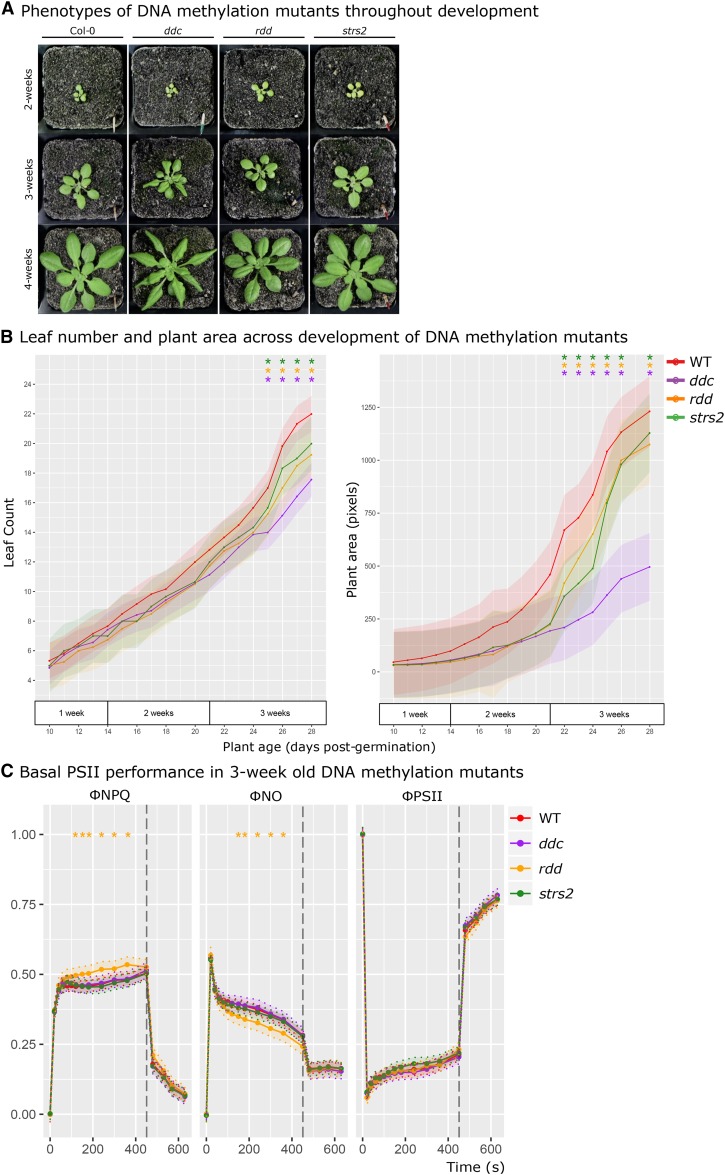
DNA methylation mutant development and basal PSII function A Representative morphology of WT, *ddc*, *rdd*, and *strs2* from 2-4 weeks of age. B Leaf number (left) and plant area (right) in 10-day old WT (red, n = 8), *ddc* (purple, n = 8), *rdd* (orange, n = 8), and *strs2* (green, n = 8) seedlings, monitored for 20 days until 4-weeks of age. C Measures of PSII performance in 3-week old WT (red, n = 60), *ddc* (purple, n = 10), *rdd* (orange, n = 10), *strs2* (green, n = 15) plants grown under standard conditions. Points denote estimated marginal means based on a fitted linear mixed-effect model for each genotype. Bars and shaded regions denote 95% confidence intervals; * indicates statistical significance (adjusted p-value < 0.05) from WT.

In addition to developmental abnormalities, aberrant methylome maintenance may also affect the capacity for basal photoprotective responses. Thus, functional PSII capacity was tested in 3-week old mutants (Figure 2 C). Photosynthetic efficiency (ΦPSII) was largely consistent across genotypes. Similarly, the capacity for, or activation of, actively regulated (ΦNPQ) and constitutively (ΦNO) dissipative quenching was largely consistent across genotypes. An exception to this was *rdd* that demonstrated elevated ΦNPQ with a concomitant reduction in ΦNO but unperturbed ΦPSII. However, the difference observed in *rdd* is minor compared to traditional mutants with perturbed photosystems (Niyogi *et al.* 2001) and is more reflective of natural variation (Jung and Niyogi 2009). Thus, no major disruptions to basal PSII performance is evident in these methylation mutants allowing for comparisons of EL priming.

### Excess light priming evident despite aberrant methylome patterning

To investigate whether a perturbed methylome would impair priming to recurring EL, we repeated the WLRS time-course experiment (Ganguly *et al.* 2018) on WT, *ddc*, *rdd*, and *strs2* (Figure 3). The week of recurring EL led to the expected morphological differences across all genotypes, namely increased rosette compaction but consistent leaf area (Figure 3 A-B). However, there was an attenuated difference in *ddc* area, which we attribute to its naturally curled leaf phenotype. Alongside morphological measures were changes in PSII traits indicative of physiological priming to recurring EL (Figure 3 C). The adoption of ΦNPQ and ΦNO also revealed distinct patterns in thermal dissipation not observed previously. Particularly, that the enhanced NPQ was underpinned by actively regulated pH-dependent thermal dissipation (ΦNPQ) rather than due to constitutive forms (ΦNO). Indeed, ΦNO was lower in primed plants. While ΦNPQ is rapidly activated in primed plants, it is deactivated concomitantly with an increase in ΦPSII. A key result here was that all methylation mutants demonstrated a WT-like priming response, for all three PSII traits, to recurring EL thus demonstrating appropriate light-acclimatory processes despite having perturbed methylomes.

**Figure 3:**
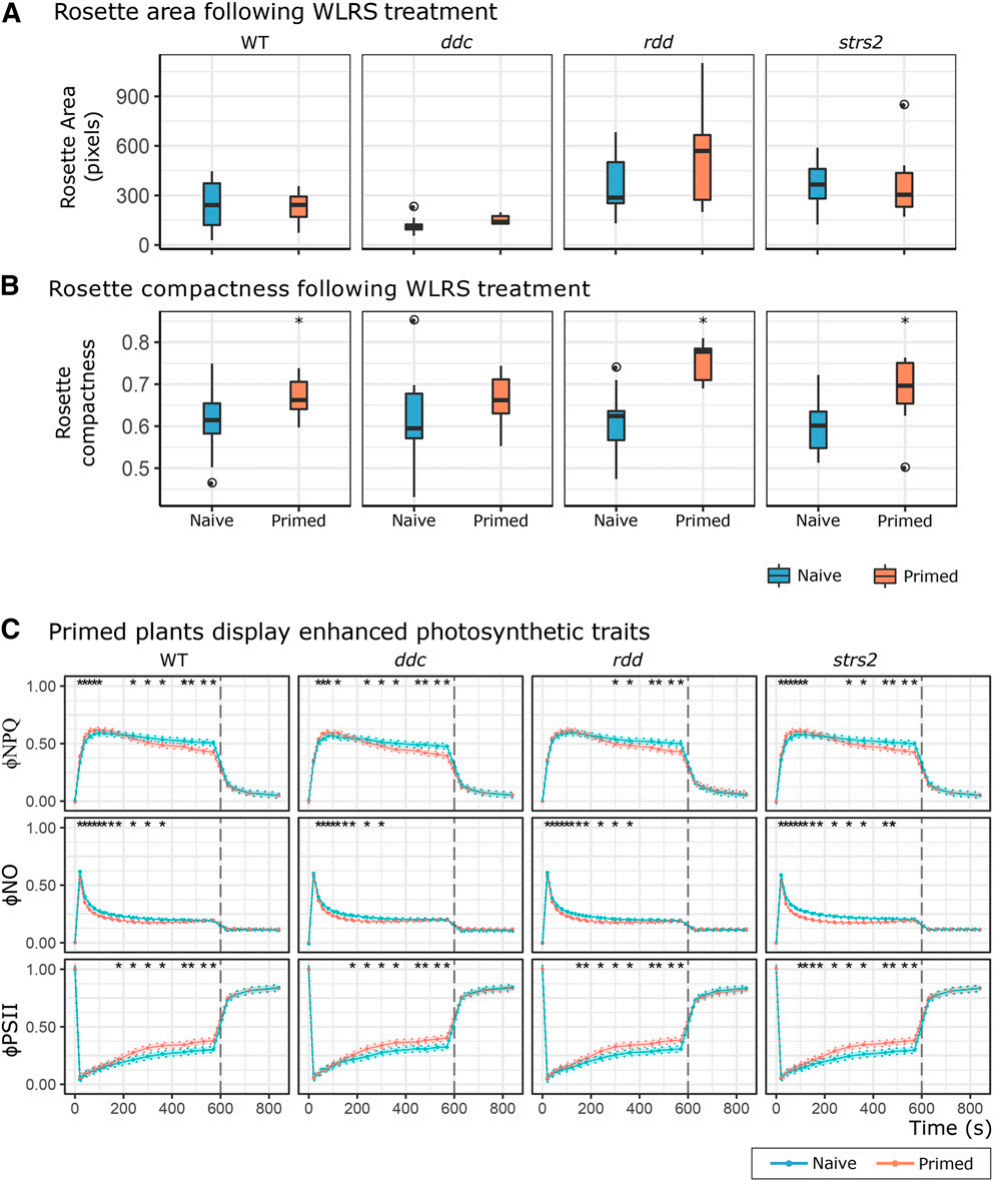
DNA methylation mutants exhibit priming to recurring EL A-B Boxplots of rosette area and compactness measured in all genotypes either exposed to recurring EL (primed, n = 12-15) or not (naive, 21-23). * denotes statistical significance determined using independent Student’s *t*-tests for each genotype (adjusted p-value < 0.05). C PSII performance traits in naive (WT n = 22; *ddc* n = 16, *rdd* n = 21, *strs2* n = 23) and primed (WT n = 16; *ddc* n = 13, *rdd* n = 12, *strs2* n = 15) plants for all genotypes. Points denote estimated marginal means based on a fitted linear mixed-effect model for each genotype. Bars and shading denote 95% confidence intervals; * indicates statistical significance (adjusted p-value < 0.05) from WT.

### Primed plants exhibit transcriptional ‘dampening’ despite a reset transcriptome

Persistent changes in gene expression are hypothesized to convey a primed state (Hilker *et al.* 2016). To test this, we searched for constitutive changes in gene expression between naïve (N) and primed (P) plants after one-week of recurring EL using mRNA-seq. 

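For mRNA-seq, leaf RNA of 3 replicates was collected from each of the 4 groups N, N+T, P and P+T, making 12 libraries. EL was 1000 µmol photons m−2 s−1 for 60 min, given 3 times per day to primed plants during the week, and the triggering treatment was a further exposure of the same kind. The authors deposited the number of reads that featureCounts assigned to each Araport11 locus on the sense strand, without normalization. Total counts were 14956280 and 28022192 in N-r1 and N-r2, and 7647236 and 27276518 in N+T-r1 and N+T-r2. In the P group they ranged from 28456694 to 33081543 (median 31747235), and in the P+T group from 22203316 to 26443170 (median 25054092). The omitted libraries N-r3 and N+T-r3 held 27542927 and 3665503 counts, which takes the medians over 3 replicates to 27542927 in N and 7647236 in N+T. The 10 most abundant loci took between 6.36% and 12.0% of the counts of a library. Within groups, replicates differed by far more than the sampling noise, with a chi-square per degree of freedom between 20.6 and 325 across loci, and the biological coefficient of variation estimated by edgeR was 32%.

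Counts were scaled by TMM and tested with the quasi-likelihood F test of edgeR at a false discovery rate below 0.05, with all groups in a single model that shares its estimate of the spread. Besides the comparisons made in the paper, the difference between the triggering responses of primed and naïve plants was tested directly as an interaction. The design has 2 libraries in each naïve group and 3 in each primed group. On simulated counts for 17986 loci in which 200 changed by 2 on the log2 scale, the test recovered 51.5% of the changed loci in N+T against N and 72.5% in P+T against P, with 8 false calls in each.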

Despite the observation of physiological priming in these tissues, we observed a completely reset transcriptome exemplified by close sample clustering and the absence of differentially expressed genes (DEGs) between naïve and primed samples (Figure S1 A-B). 

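In P against N, edgeR called 0 loci, and the smallest adjusted p was 0.261. On the first dimension of the multidimensional scaling plot N-r1 and N-r2 lay within the range of the P libraries, and on the second they lay below all of them. At an unadjusted p below 0.05 there were 1576 loci of the 17986 tested. DESeq2 on the same libraries called 342 loci, of which 211 were higher and 131 lower in primed plants. On simulated counts DESeq2 made 69 and 65 false calls in the triggering contrasts, against 8 in each for edgeR. Its larger counts, here and below, may therefore hold many false calls. The count of 0 rests on P-r1 as well: without P-r1, edgeR called 396 loci as higher and 241 as lower in the remaining primed plants. With all 12 libraries edgeR called 0 loci.

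Among the genes for DNA methylation enzymes, CMT3 (AT1G69770, chromosome 1 from 26248118 to 26253687, reverse strand) had 14.8 ± 0.324 CPM in N (SD, n = 2) and 7.76 ± 0.887 CPM in P (n = 3). Its log2 fold change of −0.93 (standard error 0.16) had an adjusted p of 0.261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a value shared with other loci. The omitted N-r3 had 3.17 CPM, below the primed libraries, so the direction does not hold over all replicates. DRM2, ROS1, DML2, DML3, HDA6 and STRS2 were not called in P against N either, with adjusted p between 0.681 and 0.988. DRM1 had no counts in any library and SDC had at most 0.594 CPM, so neither was tested.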

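Genes of the light, heat and reactive oxygen responses, fixed in advance as a check of the triggering treatment, varied widely between replicates. HSFA2 (AT2G26150, chromosome 2 from 11135624 to 11137792, forward strand) had 25.6 and 25.5 CPM in N, 2079 and 546 in N+T, 163, 0.452 and 0.572 in P-r1, P-r2 and P-r3, and 838, 985 and 795 in P+T. Its log2 fold change was 5.71 (standard error 2.46, adjusted p = 0.136) in naïve and 3.99 (standard error 1.85, adjusted p = 0.253) in primed plants, so neither was called. HSP101 (AT1G74310, chromosome 1 from 27936508 to 27940369, reverse strand) had 68.6 and 54.7 CPM in N, 4215 and 950 in N+T, 352, 6.25 and 4.89 in P, and 1477, 1719 and 1252 in P+T (log2 fold change 5.42, adjusted p = 0.0954, and 3.61, adjusted p = 0.209). In both genes P-r1 stood above the other primed libraries. For these genes the omitted libraries moved the same way, with HSFA2 at 7.44 CPM in N-r3 and 1485 in N+T-r3 and HSP101 at 0.939 and 2929. APX2 (AT3G09640) was at 0 in all 3 N libraries and reached 8.77 and 1.05 CPM in N+T (at least 34.3-fold higher, adjusted p = 0.0301) and 13.1 in N+T-r3, and in primed plants its log2 fold change was 5.15 (adjusted p = 0.0506). ZAT12 (AT5G59820) was called in naïve plants (5.57, adjusted p = 0.0313) but not in primed plants (1.63, adjusted p = 0.351), although the difference between these responses was itself not called (interaction −3.93, adjusted p = 0.263). In the omitted pair ZAT12 went the other way, from 16.2 CPM in N-r3 to 7.13 in N+T-r3. ZAT10 (AT1G27730) and ELIP1 (AT3G22840) were called in neither, and ELIP2 was too low to test. ELIP1 rose from 1.63 and 1.33 CPM in N-r1 and N-r2 to 11.5 and 7.99 in N+T-r1 and N+T-r2. The highest values of ELIP1 and ELIP2, however, were those of the untriggered P-r3, at 20.0 and 7.46 CPM. In the P+T libraries they reached at most 10.9 and 0.912 CPM. Among the methylation genes, DML3 (AT4G34060) fell by 1.76 in N+T (adjusted p = 0.0446) but rose from 1.92 to 6.24 CPM in the omitted pair, and CMT3 rose by 0.65 in P+T (adjusted p = 0.0424). The quenching genes PSBS (AT1G44575), VDE (AT1G08550) and ZEP (AT5G67030) were called in neither response, with adjusted p between 0.11 and 0.827. For PSBS 3.03% of the 75-base words occur elsewhere in the genome.

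**Figure D3:**
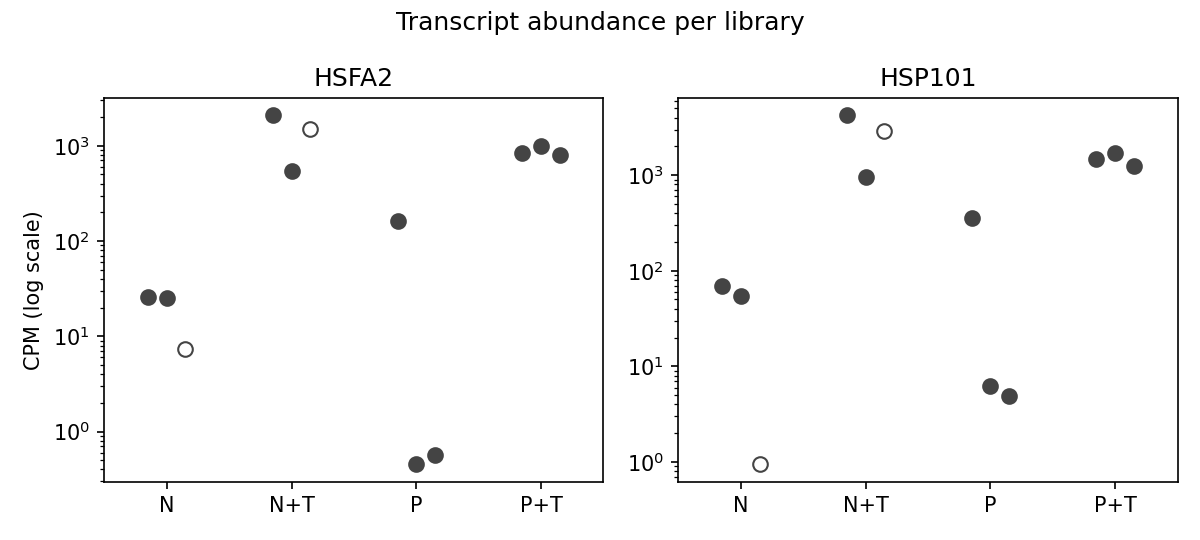
CPM of HSFA2 and HSP101 in each library of the N, N+T, P and P+T groups, on a log axis, with open circles for the omitted N-r3 and N+T-r3. P-r1 lies above P-r2 and P-r3 in both genes, and every triggered library lies above every untriggered one.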

We subsequently investigated the transcriptional response of primed plants to an additional EL treatment (triggering stress, P+T). 

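In N+T against N, edgeR called 1392 loci as up-regulated and 1336 as down-regulated. In P+T against P, it called 368 up and 438 down. Over all 12 libraries the numbers were 355 up and 362 down in N+T against N, and 96 up and 59 down in P+T against P, so the order of the responses held in both sets while each count fell. DESeq2 called 2577 up and 1932 down in naïve plants and 916 up and 1242 down in primed plants. Leaving out 1 of the 10 libraries at a time moved the naïve counts most. Without N-r2, 0 loci were called up and 1 down in N+T against N, against 151 and 135 in P+T against P. Without N-r1 the counts were 29 and 76 against 151 and 137, and without N+T-r1 210 and 156 against 385 and 478. In these cases the order of the responses was reversed. Without N+T-r2 it held, with 1620 and 1026 against 380 and 466. In all 4 cases a naïve group had a single library, assumed to vary like the other groups. Without P-r1 the counts rose to 2046 and 2120 in naïve and to 976 and 1266 in primed plants. Of the primed libraries, leaving out P+T-r3 gave the fewest calls in P+T against P, with 55 up and 22 down, and P+T-r2 gave 95 and 48.

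The transcripts with the largest log2 fold change among those called whose triggered libraries all lay on one side of the untriggered ones were chosen by a fixed rule. DOX1 (AT3G01420, chromosome 3 from 159450 to 162905, reverse strand) had 0 counts in N-r1 and N-r2 and 76.3 and 44.5 CPM in N+T-r1 and N+T-r2. Against a floor of 3 counts per library this is at least 422-fold higher (edgeR adjusted p = 0.0491). DXPS1 (AT3G21500, chromosome 3 from 7573560 to 7576721, reverse strand) was at 0 in both N libraries and at 47.7 and 9.00 CPM in N+T, at least 198-fold higher (adjusted p = 0.0263). AT4G16260 (chromosome 4 from 9199972 to 9201643, reverse strand) rose from 0.0629 and 0 to 162 and 112 CPM (adjusted p = 0.0408). By fitted log2 fold change, the largest decreases under this rule were those of AT4G36770, GolS3 (AT1G09350) and WSD1 (AT5G37300). AT4G36770 (chromosome 4 from 17330146 to 17331697, reverse strand) was at 0 in both N+T libraries. It was at least 4.49-fold lower (adjusted p = 0.0179), a bound that does not rank it above the others. GolS3 (chromosome 1 from 3019639 to 3021443, forward strand) had a log2 fold change of −5.95 (standard error 1.38, adjusted p = 0.0281). That of WSD1 (chromosome 5 from 14767426 to 14770396, forward strand) was −5.73 (standard error 1.05, adjusted p = 0.0152). In the omitted pair only GolS3 moved the same way, from 41.5 CPM in N-r3 to 2.67 in N+T-r3. There, DOX1, DXPS1 and AT4G16260 had 3.95, 5.44 and 26.1 CPM in N-r3 and 0 in N+T-r3, AT4G36770 had 0.117 and 0.297, and WSD1 had 1.17 and 4.16.

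By the same rule in P+T against P, the lncRNA AT5G07515 (chromosome 5 from 20306885 to 20307120, forward strand) was at 0 in all P libraries and at least 13.4-fold higher in P+T (adjusted p = 0.0286), PRF4 (AT4G29340, chromosome 4 from 14447338 to 14448698) rose by 5.20 on the log2 scale (adjusted p = 0.0248) and AT4G29770 (chromosome 4 from 14575718 to 14577643) by 4.89 (adjusted p = 0.021). The counting used strand, so AT5G07515 was counted apart from the gene it is antisense to. AT1G49500 (chromosome 1 from 18320490 to 18322505) fell by 5.46 (adjusted p = 0.0256), AT3G62950 (chromosome 3 from 23266227 to 23267090) fell by 5.40 (adjusted p = 0.0191) and MIR169k (AT3G26815, chromosome 3 from 9875525 to 9875737) fell by 5.14 (adjusted p = 0.018). For AT1G49500, 3.86% of the 75-base words of the gene occur elsewhere in the genome.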

Application of an EL triggering stress to naive plants (N+T) elicited the differential expression of hundreds of genes, however, primed plants showed a vastly attenuated response (Figure S1 C-D, Supplementary Datasets 4 - 5). 

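Of the 1505 loci called up in either response, 1137 were called in N+T against N alone (75.5%, 95% Wilson interval 73.3 to 77.7, covering counting error only), 255 in both and 113 in P+T against P alone. Of the 1569 called down, 1131 were called in naïve plants alone (72.1%, interval 69.8 to 74.2), 205 in both and 233 in primed plants alone. The counts of 255, 113 and 233, but not the other 3, equal those printed in Fig. 4A. The loci in both sets were 69.3% of the 368 called up and 46.8% of the 438 called down in primed plants, and 7 loci were called in opposite directions. To see what the unequal number of libraries would give by itself, counts were simulated 20 times with the same change in naïve and primed plants at 3741 loci. In these simulations a mean of 8.64% of the up-regulated (range 6.32 to 11.4) and 9.58% of the down-regulated loci (range 7.82 to 11.0) were called in N+T against N alone, and more loci were called in primed than in naïve plants. Over all 12 libraries the naïve-only share of down-regulated loci was 84.6%. Both shares depended on the naïve libraries. Without N-r2 each was 0, since no locus was called in naïve plants alone. Without N-r1 they were 3.21% and 28.3%, and without N+T-r1 16.8% and 14.9%, while without N+T-r2 they were 78.3% and 64.1%.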

While the majority of EL-induced transcripts in P+T plants overlapped with those in N+T plants, a striking proportion of both up- (75%) and down-regulated (71%) transcripts were unique to N+T plants (Figure 4 A). 

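Of the 1131 loci called down in N+T against N alone, 1110 had a higher mean log2 RPKM in P+T than in N+T (98.1%, interval 97.2 to 98.8). Their median log2 RPKM was 2.63 in N, 1.24 in N+T, 2.27 in P and 1.88 in P+T. The difference between P+T and N+T had a median of 0.62 and quartiles of 0.42 and 0.91. The medians of single libraries did not overlap between these groups, with 1.19 and 1.36 in N+T-r1 and N+T-r2 and 1.72, 2.00 and 2.00 in the P+T libraries. Because the loci were chosen for a fall in N+T, a share well above that of chance follows from the choice alone. In the simulations with equal responses it was 95.4% on average (range 90.5 to 100), over a mean of only 76.15 such loci. With all 12 libraries the share was 96.3%.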

The abundance of nearly all 1,076 uniquely down-regulated transcripts in N+T plants was greater in P+T plants (Figure 4 B, left). 

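Of the 1137 loci called up in N+T against N alone, 1129 had a lower mean log2 RPKM in P+T than in N+T (99.3%, interval 98.6 to 99.6). The median over these loci was 2.47 in N, 4.05 in N+T, 2.81 in P and 3.20 in P+T. From N+T to P+T it changed by a median of −0.75, with quartiles of −1.43 and −0.42. The medians of N+T-r1 and N+T-r2 were 4.35 and 3.72, above those of 3.37, 3.16 and 2.99 in the P+T libraries. The selection of loci by their rise in N+T alone gave 92.9% on average in the equal-response simulations (range 87.5 to 96.7). This was over a mean of only 68.3 such loci. With all 12 libraries the share was 96.3% as well.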

Equivalently, abundance of the 1,109 uniquely up-regulated transcripts in N+T plants was decreased in P+T plants (Figure 4 B, right). Together, these results evoke a dampened transcriptional response to EL triggering stimuli in primed plants, rather than reflecting differences between their basal (un-triggered) transcriptomes. 

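The size of the response in primed relative to naïve plants was also measured over loci selected without favouring either. These were the 3741 loci called on the mean of both triggering effects, weighted 0.4 for naïve and 0.6 for primed plants by the number of libraries. The ratio of the log2 fold change in P+T against P to that in N+T against N had a median of 0.626 with quartiles of 0.396 and 0.971, and a line through 0 had a slope of 0.491. The primed response was the smaller at 2818 of these loci (75.3%), and 51 loci moved in opposite directions. At 17 loci a group was at 0 in all its libraries, and without them the median ratio was 0.628. Simulations with equal responses gave a median ratio of 0.987 (range 0.973 to 1.01) and a slope of 0.884. With all 12 libraries the median ratio was 0.746 and the slope 0.708. With any single library of the 10 left out the median ratio stayed below 1, between 0.532 (without N+T-r2) and 0.782 (without N+T-r1). When the interaction was tested locus by locus, edgeR called 1 locus (AT4G15690, adjusted p = 0.0325) and 3006 had an unadjusted p below 0.05, while DESeq2 called 753, 255 higher and 498 lower. Without P-r1 edgeR called 242.

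For the loci called in naïve plants alone, the basal groups were compared as well. Over the 1137 up-regulated loci the median log2 fold change was 1.48 in N+T against N, 0.36 in P+T against P and 0.26 in P against N, where 946 loci lay above 0. Over the 1131 down-regulated loci it was −1.31, −0.38 and −0.27, and 933 lay below 0 in P against N. A shift between the basal groups in this direction can arise from the choice of loci, since P and N+T were both set against the same N libraries. In the equal-response simulations it was 0.57 for the up-regulated and −0.43 for the down-regulated loci, larger than in the data. There P+T against P was 0.66 and −0.71, also larger. These simulations called a mean of only 68.3 up- and 76.15 down-regulated loci in naïve plants alone. Their values thus do not measure how much of the shift in the data comes from selection, and a difference between the basal groups stays open. From these results together, the paper proposes that primed plants respond less to a triggering EL, and that the results do not reflect a difference between the untriggered transcriptomes.

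**Figure D4:**
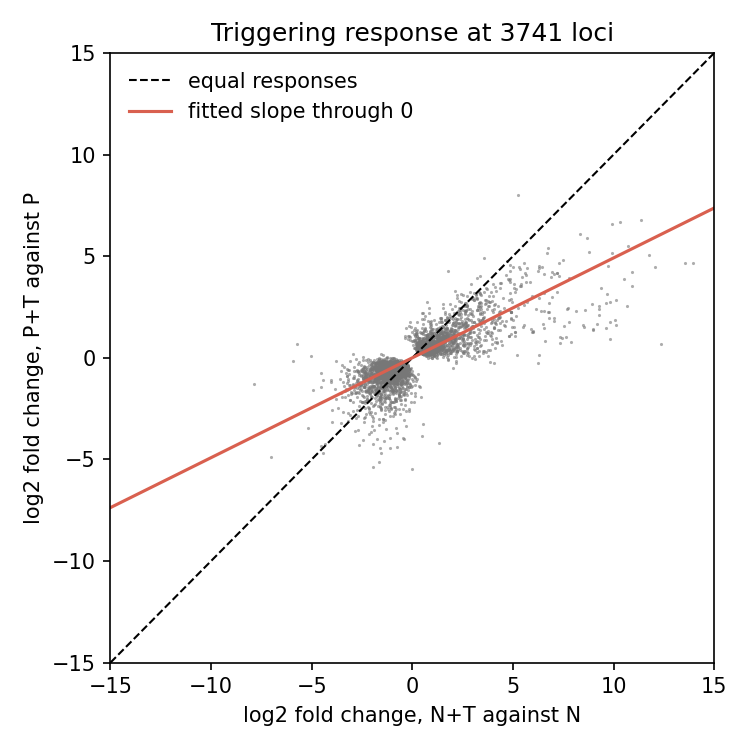
Log2 fold change in P+T against P (vertical axis) and in N+T against N (horizontal axis) for 3741 loci called on the weighted mean of both triggering effects, with 1 point per locus. The dashed line marks equal responses, and the line fitted through 0 has a slope of 0.491.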

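In P+T against N+T, edgeR called 0 loci, with a smallest adjusted p of 0.198 and 3595 loci at an unadjusted p below 0.05. DESeq2 called 750 loci, 226 higher and 524 lower in P+T. Without N+T-r2, edgeR called 226 loci, 24 higher and 202 lower, with N+T-r1 alone in its group. With all 12 libraries edgeR called 0 loci. The loci called up in N+T against N alone had a median log2 fold change of −0.78 in this comparison and those called down a median of 0.61, and 6 and 21 of them, respectively, moved the other way.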

The dampening effect is, however, subtle in nature - no DEGs were identified upon direct comparison of N+T and P+T samples.

**Figure 4:**
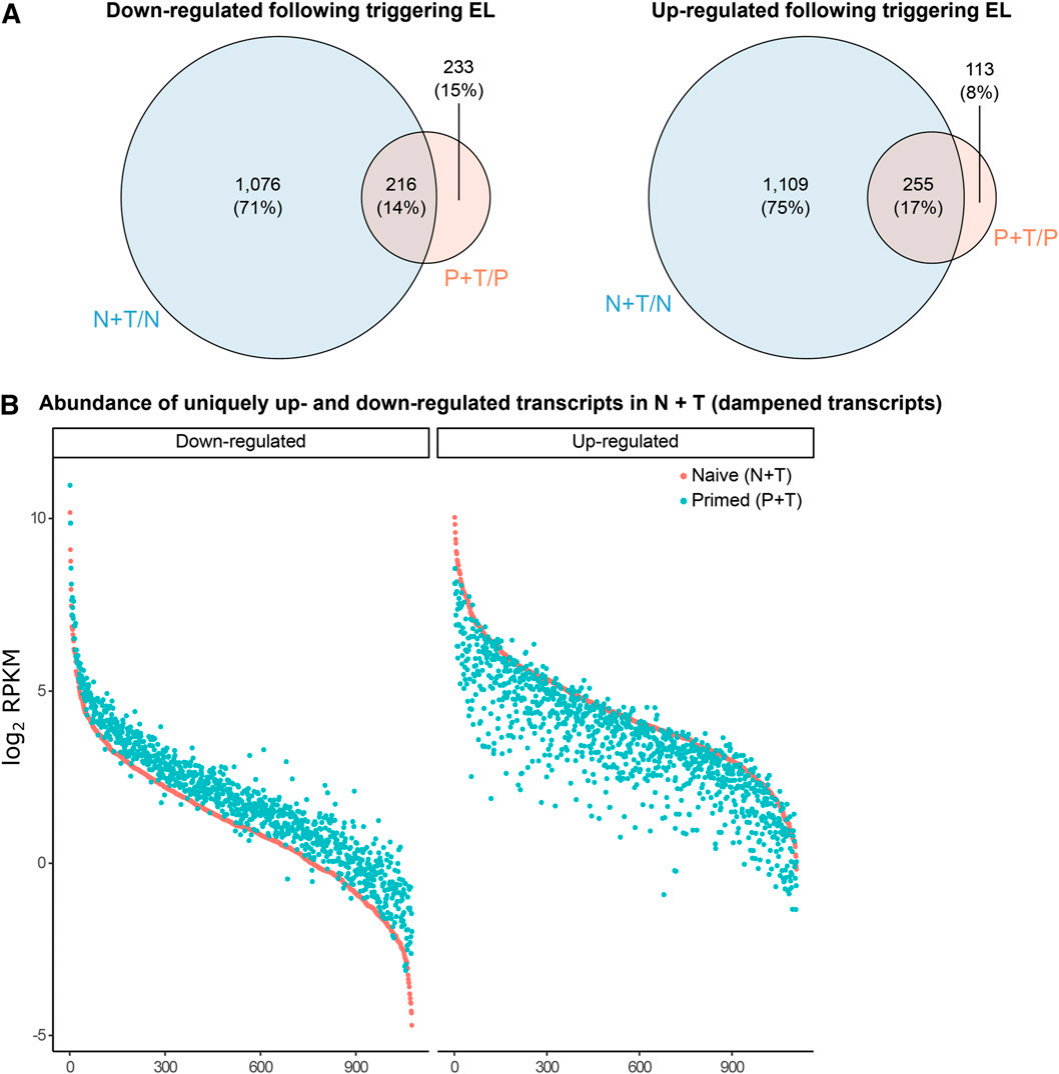
Transcriptional ‘dampening’ evident in EL primed plants A Overlap between up- and down-regulated transcripts in naive and primed plants in response to an additional triggering EL treatment. B Transcript abundance (log_2_ RPKM) of up- (left) and down-regulated (right) transcripts, in N+T plants, for both N+T and P+T plants.

We hypothesized that the transcriptional dampening observed in primed plants may be a consequence of reduced stress signaling because of enhanced dissipative quenching (Rossel *et al.* 2007; Suzuki *et al.* 2013; Carmody *et al.* 2016). A gene ontology analysis of the 2,185 dampened transcripts (Supplementary Dataset 6) revealed a strong enrichment for terms associated with various catabolic processes (*e.g.*, protein, cellulose, and fatty acid catabolism) and, pertinent to our hypothesis, numerous stress factors, including salt, heat, water deprivation, and metal ion (Supplementary Dataset 7). Subsequently, genes induced by well-established stress signals including ROS (hydrogen peroxide [H_2_O_2_], singlet oxygen [^1^O_2_], and superoxide [O^2-^] (Gadjev *et al.* 2006)), salicylic acid (SA) (Blanco *et al.* 2009), β-cyclocitral (Ramel *et al.* 2012), ABA (Pornsiriwong *et al.* 2017), and SAA (Rossel *et al.* 2007) were overlapped with the dampened transcripts identified here. In total, 635/2,185 (29.1%) dampened transcripts were overlapped with the collated gene list. Performing hypergeometric testing on a per signal basis revealed statistically significant overlaps with β-cyclocitral and SAA induced genes (Table 2).

**Table 2:** Hypergeometric testing of 2,185 dampened transcripts overlapped with genes responsive to stress signals

Gene list	Total responsive genes	Overlap with dampened transcripts	Hypergeometric test
ABA	2,471	252	P_[X ≥ 252]_ = 0.99
SA	217	21	P_[X ≥ 21]_ = 0.88
O_2_^-^	209	7	P_[X ≥ 7]_ = 0.99
H_2_O_2_	325	36	P_[X ≥ 36]_ = 0.75
^1^O_2_	295	19	P_[X ≥ 19]_ = 0.99
β-cyclocitral	1,145	191	P_[X ≥ 191]_ < 0.001
SAA	703	109	P_[X ≥ 109]_ < 0.001

## Discussion

The popular notion that DNA methylation may regulate plant stress responses is confounded by both supporting and conflicting investigations spanning a range of species and stressors. Light stress is one such example for which physiological priming and memory have been demonstrated in Arabidopsis (Szechyńska-Hebda *et al.* 2010; Gordon *et al.* 2012), yet we did not observe co-occurring stress-induced DNA methylation changes (Ganguly *et al.* 2018). Consequently, we refined the experimental design to address a distinct hypothesis: that physiological priming of recurring EL is underpinned by transcriptional regulation for which active maintenance of DNA methylation is important. We present evidence for recurring EL priming in DNA methylation mutants using a full-factorial experimental design, which facilitated systematic testing of two closely related potential priming mechanisms: 1. DNA methylation-mediated transcriptional regulation; and 2. altered transcription (independent of DNA methylation).

### DNA methylation, development, and priming

Loss of DNA methylation leads to abnormal plant growth due to its importance for genome integrity (Reinders *et al.* 2009). Abnormal leaf development could in turn lead to confounding changes in light acclimation that are not a direct result of DNA methylation changes to light stress-responsive genes. Thus, we performed detailed physiological characterization of DNA methylation mutants to identify any constitutive changes in photosynthetic rate or capacity that could confound our interpretation of the contribution of DNA methylation to priming. Irrespective of the nature of methylome perturbance, we found negligible changes in photosynthesis at the developmental stage examined here.

We utilized two well-characterized methylation mutants, *ddc* and *rdd*, which display genome-wide hypomethylation and hypermethylation, respectively (Stroud *et al.* 2014, 2015). These relatively severe mutants were complemented by *strs2*, included based on reports of disrupted RdDM leading to targeted methylation changes at stress-responsive genes (Kant *et al.* 2007; Khan *et al.* 2014). While our focused analysis confirmed some contribution of STRS2 toward RdDM, our global analysis suggests a broader function and confirmed the relatively mild nature of the *strs2* methylome in comparison to *ddc* and *rdd*.

Light stress induces multiple physiological, post-transcriptional and extensive transcriptional responses (Dietz 2015). Thus, it was hypothesized that changes in DNA methylation might impact the transcriptional component of the acclimation response, thereby impairing the ability for EL priming. Contradictory to this hypothesis perturbation of the methylome, regardless of severity (*e.g.*, *strs2 vs. ddc*) or type (*e.g.*, hyper- or hypo-methylation), did not impair basal photoprotective capacity nor the ability to be primed by recurring EL. Instead, the EL priming observed herein likely reflects post-transcriptional changes of the photosynthetic machinery. The reduction in ΦNO disputes constitutive changes in PSII conformation. Rather there appears to be greater electron flow (increased ΦPSII) in primed plants that may reflect an increased concentration of components facilitating photosynthetic electron transport, such as PSII core proteins, cytochrome b_6_f, and chloroplastic ATPases (Foyer *et al.* 2012; Dwyer *et al.* 2012; Zhu *et al.* 2017). Pertinent to this study is the observation that these processes remain functional under a range of methylome perturbations (Table 3).

**Table 3:** Diagnostic PSII parameters and their biological relevance

Parameter	Equation	Interpretation
ΦPSII	1 - F_t_/F_m_′	Fraction of light absorbed by PSII for photochemistry.
ΦNPQ	F_t_/F_m_′ - F_t_/F_m_′	Fraction of light absorbed by PSII that is lost via thermal dissipation (ΔpH- and xanthophyll-regulated processes).
ΦNPQ	F_t_/F_m_	Fraction of light absorbed by PSII that is lost via chlorophyll fluorescence.

### Priming occurs independently of transcriptional changes

Transcriptional up-regulation of light-responsive genes is indicative of an acclimatory response (Gordon *et al.* 2012; Carmody *et al.* 2016), however, it remains an untested hypothesis that EL priming is underpinned by constitutive transcriptional changes. No persistent changes in gene expression were observed in primed plants, consistent with previous reports of transcriptome resetting following EL exposure (Crisp *et al.* 2017). Instead, an attenuated transcriptional response (“transcriptional dampening”) was observed in primed plants responding to a final triggering stress. This contrasts enhanced transcriptional responses observed upon a triggering stimulus following single stress treatments (Ding *et al.* 2012; Lämke *et al.* 2016; Crisp *et al.* 2017). The transcriptional dampening observed likely reflects a greater capacity of primed plants, after longer-term recurring EL exposure, to deal with increased light flux. That is, enhanced photosynthetic and photoprotective capacity in primed plants may alter the extent of EL-mediated signaling leading to an attenuated response. Indeed, nuclear gene expression can be modulated by changes in photosynthetic electron flow that can subsequently affect cellular metabolism and acclimatory responses (Gollan *et al.* 2017; Dickinson *et al.* 2018). Taken together, we propose that the dampened transcriptional response might be a consequence of altered stress signaling due to physiological priming. In support of this hypothesis was the observation that almost one-third of dampened transcripts overlapped with genes responsive to signaling pathways, specifically β-cyclocitral and SAA. However, limitations of the analysis performed here are that these signals were not directly assayed and they do not account for all dampened transcripts. Nonetheless, these results suggest that the gene expression changes observed in primed plants are consequential of physiological priming, rather than the cause.

### Conclusion

Through the analysis of Arabidopsis mutants impaired in active methylome maintenance, we have conducted a systematic investigation of the hypothesis that DNA methylation may contribute to stress priming. Specifically, we address the hypothesis that physiological priming to recurring EL is underpinned by transcriptional regulation and active methylome maintenance. We found no evidence to suggest that aberrant maintenance or removal of DNA methylation impaired the capacity for physiological priming against recurring EL. In fact, primed plants demonstrated completely reset transcriptomes. Instead, an attenuation in transcriptional response to EL was observed in primed plants and is likely to be a consequence rather than a cause of physiological priming.

How the deposited data were processed for this re-analysis (not part of the article)

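DNA methylation was measured by MethylC-seq in 3 WT and 3 strs2 plants, and transcript abundance by mRNA-seq in 12 WT libraries, 3 from each of the N, N+T, P and P+T groups, making 18 samples in all. Samples were assigned to genotype, treatment and replicate from their labels and the methods of the paper.

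For MethylC-seq, the authors trimmed the reads with Trim Galore! and Cutadapt, aligned them to TAIR10 with Bismark and Bowtie2 and extracted calls per cytosine. The deposited values are counts of methylated calls and of all calls per cytosine, together with the methylated percent, in separate lists for CG, CHG and CHH context and without pooling of plants. The percent was not used, because it follows from the counts. Cytosines at the lowest listed depth of 3 were left out, and chloroplast and mitochondrial cytosines were kept apart from the nuclear ones. Weighted levels, the levels of 50 kb windows on chromosome 1 and the levels of DMRs were computed from the sums of calls with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0). WT and strs2 were compared by a two-sided exact permutation test of the plant values, adjusted by the Benjamini-Hochberg method over the 3 contexts.

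DMRs were called with a new implementation of the model published for DSS, with the settings that the paper states and the DSS defaults elsewhere. Dispersions per cytosine were shrunk towards a log-normal prior estimated within each genotype, and the significance threshold was 0.05. The paper states that regions in the lowest quartile of the area statistic and of the difference were removed, which can be read as either or as both. Regions in the lowest quartile of either were removed, and the other reading was an alternative. The procedure was tested on simulated data before use, and it can differ from the DSS package in details. DMRs were placed on the TAIR10.1 gene annotation, and a DMR within 1 kb of a gene was counted as near it. Transposable elements and the drm1drm2 DMRs were not used here. The mean depth of 7.19 to 9.71 per CG cytosine and plant limits single cytosines to coarse levels, so that only large differences shared by neighbouring cytosines can be called.

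For mRNA-seq, the authors trimmed the reads, aligned them to TAIR10 with Subread, kept uniquely mapping reads and counted them per Araport11 locus and strand with featureCounts. The deposited values are these counts, with no normalization, beside the coordinates and length of each locus. Chloroplast, mitochondrial and rRNA loci were removed, and loci with more than 1 CPM in at least 3 of the 12 libraries were kept. The methods of the paper were followed from there: counts were scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in its older form (legacy = TRUE), with 1 mean per group, no further covariate and a false discovery rate below 0.05. The 10 libraries used by the paper gave the main values, and all 12 were an alternative. The contrasts were N+T against N, P+T against P, P against N, P+T against N+T and the interaction of triggering with priming. Each was adjusted over the loci tested by the Benjamini-Hochberg method. Abundance was given as CPM, and as log2 RPKM with a prior count of 2 for the loci called in N+T against N alone.

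The response of primed relative to naïve plants was measured as the median ratio and the slope through 0 of the log2 fold changes, over loci called on the weighted mean of both responses (weights 0.4 and 0.6). Because naïve groups had fewer libraries, counts with equal responses were simulated 20 times from the fitted means, dispersions and library sizes. The edgeR and DESeq2 steps were also tested on simulated data with 200 changed loci. DESeq2 1.42.0 recovered 77.0% of these in N+T against N and 88.0% in P+T against P, with 69 and 65 false calls among 17986 loci, and so called more loci than edgeR at the cost of more false ones. Where all libraries of a group had 0 counts, a fold was given as a lower bound against a floor of 3 counts per library. Wilson intervals are at the 95% level and, like the floors, cover counting error only, since reads without molecular identifiers are not independent molecules.

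Genes named in the text were fixed by rule. For each triggering response these were the 3 up- and 3 down-regulated loci with the largest absolute log2 fold change among those called whose triggered libraries all lay on one side of the untriggered ones. Genes that the paper names, EL-response genes and quenching genes, the STRS2 locus and the DMR with the largest area statistic in each context and direction were added. AT4G15690 and the clock genes fall outside the rule and were taken up after the values were seen. Copies of the named genes were searched with blastn 2.17.0, requiring 90% identity over 50% of the gene, and by the share of their 75-base words found elsewhere in the genome. Gene names were taken from the reference annotation. Replicate numbers were checked for pairing by correlating the deviations of libraries from their group means.

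Alternatives covered the libraries used, the test, the scaling, the filter on low counts, the replicate block, the form of edgeR, the depth minimum, smoothing, significance threshold and refinement of DMRs, and leaving out each sample in turn. Figures were drawn with matplotlib 3.10.9. Gene ontology terms, lists of signal-responsive genes and the physiological measurements were not analysed here.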

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

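Both tests on AT4G15690, and those on the library size and harvest time of N+T-r3, were chosen after the result was seen.

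The triggering response of AT4G15690 (chromosome 4 from 8934296 to 8934961, forward strand) differed between naïve and primed plants by an interaction of −2.54 on the log2 scale (standard error 0.223, adjusted p = 0.0325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the single locus called in this test. It rose by 1.28 in N+T against N (adjusted p = 0.00784) and fell by 1.26 in P+T against P (adjusted p = 0.00593). N-r1 and N-r2 had 4.90 and 4.55 CPM, N+T-r1 and N+T-r2 11.2 and 11.4, the P libraries 11.6, 10.2 and 10.3, and the P+T libraries 4.17, 4.55 and 4.63. A near-identical copy is argued against, since 0% of the 75-base words of the locus occur elsewhere in the genome and the search for copies found none. The reads were trimmed below 75 bases before alignment and only exact words were counted. Reads shared with a less similar sequence therefore stay open. The call does not hold when N-r3 and N+T-r3 are kept. N-r3 had 22.2 CPM and N+T-r3 5.35, opposite to the change in the other naïve replicates, and with all 12 libraries the adjusted p was 0.997. With both libraries omitted the call was also lost without N-r1 (adjusted p = 0.416), N-r2 (0.246), N+T-r1 (0.198), P-r2 (0.0931), P-r3 (0.135), P+T-r2 (0.264) or P+T-r3 (0.227), and without the filter on low counts (0.0768), at a log2 fold change between −2.59 and −2.48. Over 33 alternatives the locus was called in 9, with a log2 fold change between −2.60 and −0.75 and an adjusted p between 1.39e-16 and 1. With the replicate number as a block, edgeR on the 10 libraries did not call the locus either (log2 fold change −2.54, adjusted p = 0.149). The call may therefore rest on which libraries were kept and on the model. An opposite response in primed plants remains untested beyond these libraries.

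HSP101 reached 2929 CPM in N+T-r3 against 0.939 CPM in N-r3, libraries that the paper set aside. The triggering treatment thus left its mark in N+T-r3, a biological explanation that the design names. An exchange of the labels of N-r3 and N+T-r3 is argued against by this difference, by HSFA2 (7.44 CPM in N-r3 and 1485 in N+T-r3) and by an axis over all loci from the P libraries (0) to the P+T libraries (1). On it N-r3 lay at −0.004 and N+T-r3 at 1.06, each on the side of its label. On an axis from N-r1 and N-r2 to N+T-r1 and N+T-r2 they lay at 0.378 and 0.176, which does not separate them by their labels. Whether N+T-r3 lies apart because its library is small cannot be told apart from other reasons. With all libraries thinned to 3661718 counts its mean correlation with its group was 0.8943, below 0.9117 for N+T-r1 and 0.9351 for N+T-r2. The gap to the nearer of these, N+T-r1, is smaller than the gap between N+T-r1 and N+T-r2. A large difference in time of day is argued against for N+T-r3, where 1 of 7 clock genes was shifted by more than 1 on the log2 scale. A smaller difference stays open, since the median shift was 0.485 in the direction of the morning. Nothing tested here singles out what set N+T-r3 apart.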

How the results depend on the processing

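The alternatives chosen after the result was seen are the omission of replicate 3 from all groups, the block with all 12 libraries, the omission of each library from the 12, a depth above 3 in at least 1 plant of each genotype (alone or with removal only of DMRs in the lowest quartile of both measures), and a dispersion prior lowered or raised by 1. The remaining alternatives were set before the data were examined. All were run.

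The counts of DEGs moved by less than 1.5 times with RLE scaling, a filter on the 10 libraries, organellar and rRNA loci kept, the newer form of edgeR and its robust form. When all 12 libraries were used, 355 loci were called up and 362 down in N+T against N, and 96 and 59 in P+T against P. Of these, 267 and 325 were called in naïve plants alone, the naïve-only share of down-regulated loci was 84.6%, and 96.3% of the naïve-only loci were nearer their untriggered level in P+T in either direction. The median response ratio was 0.746 and the slope 0.708. In the interaction edgeR called 0 loci with all 12 libraries, 519 having an unadjusted p below 0.05. DESeq2 on the 10 libraries called 2577 loci up in N+T against N, 916 up and 1242 down in P+T against P, 342 in P against N, 750 in P+T against N+T and 753 in the interaction. It called 1982 loci up in naïve plants alone, and its naïve-only shares were 68.4% up and 53.3% down. It also made more false calls on simulated counts, but the cause of the larger counts was not tested. Without the filter on low counts, edgeR called 0 loci in the interaction (3294 at an unadjusted p below 0.05, of 25413 tested), the naïve-only share of down-regulated loci was 69.5%, and 99.0% of the down-regulated ones were higher in P+T. With only the groups compared in each model, 114 loci were called up and 95 down in P+T against P, the naïve-only shares were 90.4% and 90.9%, and the shares nearer the untriggered level in P+T were 97.3% of the up-regulated and 95.2% of the down-regulated loci. Such a model has fewer libraries from which to estimate the spread.

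Without replicate 3 in all groups, which leaves 8 libraries with 2 in each group, edgeR called 646 loci up and 604 down in N+T against N, and 1 up and 0 down in P+T against P, where 2421 loci had an unadjusted p below 0.05. There were 645 up- and 604 down-regulated loci in naïve plants alone, the shares were 99.8% and 100%, and 97.7% of the up-regulated loci were lower in P+T. In the interaction 0 loci were called, with 1755 at an unadjusted p below 0.05. DESeq2 was run on the 10 libraries only. The ratio also depended on the loci over which it was taken. Over loci called in N+T against N the median ratio was 0.361 and the slope 0.339, and over loci called in P+T against P they were 0.969 and 0.841. Each of these selections favours the response that it was made on.

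Leaving out 1 library at a time, of the 10 or of the 12, moved most counts. In N+T against N between 0 (without N-r2) and 2046 loci (without P-r1) were called up and between 1 and 2120 down, the extremes coming from the same libraries. In P+T against P between 10 (of the 12, without P-r2) and 976 (without P-r1) were called up, and between 0 (of the 12, without P+T-r2 or P+T-r3, with 1456 and 1356 loci at an unadjusted p below 0.05 in both directions together) and 1266 (without P-r1) down. P against N ranged from 0 to 637 (without P-r1) and P+T against N+T from 0 to 226 (without N+T-r2), where the 10 libraries together gave 0 in edgeR, 1576 and 3595 loci at an unadjusted p below 0.05, and 342 and 750 in DESeq2. The interaction ranged from 0 to 242 (without P-r1). Naïve-only loci ranged from 0 (without N-r2) to 1491 up and 1622 down (without P-r1). The naïve-only shares ranged from 0% (without N-r2) to 96.5% up (of the 12, without P-r2) and 100% down (of the 12, without P+T-r2). Of the naïve-only loci, 94.9% to 100% of the up-regulated were lower in P+T and 92.3% to 100% of the down-regulated higher. The median ratio stayed between 0.532 (without N+T-r2) and 0.881 (of the 12, without P-r1), and the slope between 0.429 and 0.902 at the same omissions. A median ratio below 1 thus held at each of these omissions. The highest slope, 0.902, lay within the range of 0.859 to 0.927 from the equal-response simulations of the 10 libraries. At that omission the slope therefore does not show a smaller primed response. The order of the counts did not: without N-r1, N-r2 or N+T-r1 from the 10, more loci were called in P+T against P (151 up and 137 down, 151 and 135, and 385 and 478) than in N+T against N (29 and 76, 0 and 1, and 210 and 156). Where a naïve group was left with 1 library, that library was assumed to vary like the other groups.

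The replicate numbers are not stated to pair the samples. Deviations from the group mean correlated by −0.327 to 0.412 between libraries of the same number and by −0.493 to 0.624 between others among the 10 libraries. The pairs of replicate 1 all lay between 0.148 and 0.367, but those of replicate 2 ranged from −0.184 to 0.412 and that of replicate 3 was −0.327, so the numbers were not taken to pair the samples. With the number as a block, edgeR called 258 loci down in P+T against P and 0 in the interaction (3134 at an unadjusted p below 0.05), the naïve-only shares were 83.5% and 81.2%, and 98.4% of the up-regulated naïve-only loci were lower in P+T. For all 12 libraries with the block, 308 and 269 loci were called in N+T against N, 74 and 32 in P+T against P, 238 and 246 in naïve plants alone and 0 in the interaction (565 at an unadjusted p below 0.05). There the naïve-only share of down-regulated loci was 88.5%, 95.8% of the up-regulated loci were lower in P+T, the median ratio was 0.752 and the slope 0.740. For CG methylation, differences within pairs of the same number gave an exact permutation p of 0.5.

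The DMR counts, given as hyper and hypo, depended on every step of the calling. Removing only regions in the lowest quartile of both measures gave 135 and 136 in CG, 40 and 14 in CHG and 57 and 74 in CHH context, and removing none gave 144 and 144, 41 and 15, and 60 and 78. A threshold of 1e-05 gave 24 and 21, 4 and 0, and 12 and 9. At a depth of at least 10 the counts were 0 in every context, with 22552 CG, 21401 CHG and 95919 CHH cytosines left to test. Without smoothing they were 268 and 247, 8 and 1, and 7 and 9, and with smoothing over 500 bp 31 and 29 in CG and 9 and 6 in CHH context. With no depth minimum 64 CHH hypo-DMRs were called. A depth above 3 in at least 1 plant of each genotype gave 34 and 16 in CHG and 80 and 86 in CHH context, and together with the removal only of regions in the lowest quartile of both measures 177 and 188, 55 and 29, and 128 and 154. Raising the dispersion prior by 1 gave 23 CHH hypo-DMRs. Leaving out 1 plant gave 34 (without strs2-r1) to 62 (without WT-r3) CHH hypo-DMRs and moved no other DMR count by more than 1.5 times. Fewer tested cytosines account for the counts at the higher depth minimum by construction. For the other settings the cause was not tested.

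The weighted methylation differences in CG and CHG context stayed positive under all alternatives, and the CHH difference changed sign, to 0.00032 percentage points over cytosines read more than 3 times in all plants, and ranged from −0.0929 (without strs2-r2) to 0.0689 (without strs2-r1) when 1 plant was left out. The share of DMRs in each gene feature moved by less than its Wilson interval when an overlap of at least 50% was required.

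For the named genes, 44 results gave 1495 values over the alternatives. Of these, 1176 kept their side of the threshold, with the same direction wherever the gene was called, 294 kept the direction but were no longer called, 25 were newly called and 0 changed direction while called. The depth limits both kinds of data. At a mean of 7.19 to 9.71 calls per CG cytosine, DMRs with small differences are out of reach, and with 2 or 3 libraries per group the edgeR test recovered 51.5% of simulated changes in naïve and 72.5% in primed plants.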

Differences from the paper's values

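The settings with a depth above 3 in at least 1 plant of each genotype were chosen after seeing the values.

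The number of DMRs in strs2 was lower than the paper's in every context and direction. In CG context the paper reports 322 hyper-DMRs, 318 hypo-DMRs and 640 in all, and 82, 79 and 161 were found here. In CHG context the paper's 64, 34 and 98 stand against 21, 9 and 30, and in CHH context the paper's 140, 199 and 339 stand against 37, 38 and 75. Over all contexts the paper's totals are 526 hyper-DMRs, 551 hypo-DMRs and 1077 DMRs, and those found here are 140, 126 and 266.

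Of the alternatives set before the data were examined, calling without smoothing brought the CG counts to 268, 247 and 515, within 1.5 times the paper's, but not the CHG, CHH or overall counts. No other alternative set before the data were examined came within 1.5 times of any of these values: these were removal of regions in the lowest quartile of both measures, no removal, a depth of at least 10, no depth minimum, a threshold of 1e-05, smoothing over 500 bp and leaving out each plant. Testing cytosines read more than 3 times in at least 1 plant of each genotype, and removing only regions in the lowest quartile of both measures, gave 55 and 29 CHG DMRs, 128 and 154 CHH DMRs and 731 DMRs in all (360 hyper, 371 hypo), within 1.5 times the paper's counts. It gave 177 and 188 CG DMRs, which are not. This setting was chosen after seeing the values.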

Other observations

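The tests of an exchange or a mixture involving P-r1, of P-r1 as the sole source of the smaller primed response, and of replicate 3 left out of all groups were chosen after the result was seen.

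N-r3 lay apart from the other N libraries. Library size is argued against for it, since its total of 27542927 counts lies among those of the other libraries. Time of day at harvest remains open. Of 7 clock genes (CCA1, LHY and PRR9, which peak in the morning, and TOC1, GI, ELF4 and LUX, which peak in the evening), 5 were shifted by more than 1 on the log2 scale in the direction of the morning in N-r3, with a median shift of 1.42. Harvest at another time of day is a candidate explanation for N-r3, but the shift does not single it out. P-r3, which the paper kept, was shifted in the same direction in all 7 genes relative to P-r1 and P-r2, with a median of 2.73. The times of harvest of single libraries were not used here.

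The smaller triggering response in primed plants was set against several technical explanations. Selection of loci by their naïve response is argued against by the median ratio of 0.626 over loci selected on both responses. The unequal number of libraries is argued against by simulations with equal responses, in which a mean of 387 loci were called up in N+T against N and 722 in P+T against P, the opposite order to the data. The choice of libraries cannot be told apart as the source of the difference in counts. With all 12 libraries 717 loci were called in N+T against N, 355 up and 362 down, above 96 and 59 in P+T against P. The order was reversed, however, when N-r1 (29 up and 76 down against 151 and 137), N-r2 (0 and 1 against 151 and 135) or N+T-r1 (210 and 156 against 385 and 478) was left out of the 10, which leaves 1 library in a naïve group. Without N-r2, 3488 loci had an unadjusted p below 0.05 in N+T against N, and DESeq2 was not run on these libraries. With replicate 3 left out of all groups, so that every group had 2 libraries, the median ratio was 0.617, and without P-r1 it was 0.708. Leaving out replicate 3 also removes N-r3 and P-r3, the libraries in which most clock genes were shifted towards the morning, so the smaller ratio did not rest on these. Differences in harvest time between the groups may remain, since it was judged from clock genes alone. The log2 CPM of PRR9 was 1.45 and 1.18 in N-r1 and N-r2 against 3.43 and 3.68 in N+T-r1 and N+T-r2. CCA1 and LHY were higher in these N+T libraries too. Of the evening genes GI and ELF4 were lower there, LUX was higher and TOC1 overlapped. In primed plants CCA1 and PRR9 overlapped between P and P+T, and LHY was lower in P+T. Harvest time and triggering cannot be told apart in the naïve contrast. The library batch of single libraries is not known. An effect of priming itself thus stays among the open explanations. For P+T against P, edgeR called 0 loci in each other division of the 6 primed libraries (144 to 2034 at an unadjusted p below 0.05), and DESeq2 called 0 to 251, against 2158 in the real one. The real division alone, 1 of 10, reached its count. That share of 0.1 is the smallest 3 libraries against 3 allow, so the number of divisions cannot exclude chance.

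P-r1 had raised heat-response transcripts without a triggering treatment. To a lesser degree so did N-r1 and N-r2, with HSFA2 at 25.6 and 25.5 CPM against 0.452 and 0.572 in P-r2 and P-r3. On the axis from the P (0) to the P+T libraries (1), N-r1 and N-r2 lay at 0.37 and 0.244. P-r1 lay at 0.305 on it and the omitted N-r3 at −0.004. An exchange of the label of P-r1 with that of a P+T library is argued against by the calls in P+T against P. If such labels had been exchanged, putting them back would raise the number of loci called. With P-r1 exchanged for P+T-r1, P+T-r2 or P+T-r3, edgeR called 0 loci each time (1512, 2034 and 1851 at an unadjusted p below 0.05) and DESeq2 210, 236 and 40, against 806 and 2158 with the labels as given. The test first laid down for this question did not settle it. On an axis from N-r1 and N-r2 (0) to N+T-r1 and N+T-r2 (1), P-r1 lay at 0.312, below P+T-r1 at 0.668 and P+T-r2 at 0.399 but above P+T-r3 at 0.231. On an axis from all 3 N to all 3 N+T libraries, considered next, P-r1 lay at 0.335, below the P+T libraries at 0.586 to 0.855. The calls under exchanged labels were considered after both axes. A mixture with RNA of triggered plants cannot be told apart from a response of the plant itself. Over 114 loci the share of triggered RNA that would be needed had a median of 15.9% and an upper quartile 3.02 times the lower, and simulated mixtures gave ratios between 2.37 and 6.09, so the spread decides nothing. No biological explanation was tested.

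The CG DMRs were not concentrated around the insertion. Within 2 Mb of STRS2 lay 0.621% of CG DMRs and 3.61% of the tested CG cytosines, a ratio of 0.172, which argues against DNA linked to the insertion as their source. Differences between seed lineages in gene body methylation may contribute. Of the 74 CG DMRs in gene bodies, 38 (51.4%) had CHG and CHH levels below 5% in both genotypes, as gene body methylation has. Over all 161 CG DMRs this held for 56 (34.8%). The others reached 5% in CHG or CHH context in at least 1 genotype, so most CG DMRs were not in CG-only methylation. Genotype and seed lineage are confounded in this design, so they cannot be told apart here. Incomplete bisulfite conversion is argued against as the source of the CHH DMRs, because the chloroplast CHH level of the 6 plants differed by at most 0.152 percentage points, far below the differences in the DMRs. Of the 10 divisions of the plants 3 against 3, only 1, the real one, reached its number of DMRs, in CG, in CHG and in CHH context alike. A share of 0.1 is the smallest this design allows, so the number of divisions cannot exclude chance by itself. The contexts differed in how far the other divisions fell short, with 0 CG DMRs, at most 1 CHG DMR and 29 to 38 CHH DMRs.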
